# Diverse Transcriptome Responses to Salinity Change in Atlantic Cod Subpopulations

**DOI:** 10.3390/cells12232760

**Published:** 2023-12-03

**Authors:** Magdalena Małachowicz, Aleksei Krasnov, Roman Wenne

**Keywords:** *Gadus morhua*, osmoregulation, gene expression, microarray, gill tissue

## Abstract

Adaptation to environmental variation caused by global climate change is a significant aspect of fisheries management and ecology. A reduction in ocean salinity is visible in near-shore areas, especially in the Baltic Sea, where it is affecting the Atlantic cod population. Cod is one of the most significant teleost species, with high ecological and economical value worldwide. The population of cod in the Baltic Sea has been traditionally divided into two subpopulations (western and eastern) existing in higher- and lower-salinity waters, respectively. In recent decades, both Baltic cod subpopulations have declined massively. One of the reasons for the poor condition of cod in the Baltic Sea is environmental factors, including salinity. Thus, in this study, an oligonucleotide microarray was applied to explore differences between Baltic cod subpopulations in response to salinity fluctuations. For this purpose, an exposure experiment was conducted consisting of salinity elevation and reduction, and gene expression was measured in gill tissue. We found 400 differentially expressed genes (DEGs) involved in the immune response, metabolism, programmed cell death, cytoskeleton, and extracellular matrix that showed a subpopulation-dependent pattern. These findings indicate that osmoregulation in Baltic cod is a complex process, and that western and eastern Baltic cod subpopulations respond differently to salinity changes.

## 1. Introduction

Global climate change due to human activities has an impact on many environmental parameters, including salinity. Salinity fluctuation is a significant climate change stressor affecting the abundance, diversity, distribution, growth, osmolarity, and metabolic activities of fish and other marine organisms [1]. Seawater salinity has been decreasing in some coastal seas due to the increased intensity of rains, freshwater inflow, and ice melting [2]. One of the regions most threatened by global climate change is the Baltic Sea, where deviation in atmospheric circulation in the early 1980s reduced the inflow of Atlantic oxygenated, cold, and salty water, thus causing dramatic changes in the ecosystem in the following decades [3]. According to physical–biogeochemical models, due to the increasing precipitation over Scandinavian land masses and the limited Atlantic Ocean connection, salinity in the Baltic Sea will continue to decrease in the coming decades [4,5,6]. For these reasons, the Baltic Sea has been used as a world-renowned model for environmental changes [7]. The hazards mentioned above result from, among others, the characteristics of these waters. The Baltic Sea is a shallow, semi-enclosed, brackish sea characterized by gradually decreasing salinity in the northeast direction from 35 ppt in the Atlantic Ocean to about 8 ppt in the southern Baltic Sea, and to 2–3 ppt in the inner Gulf of Bothnia, with considerable local short-term salinity variations [5,8,9]. It is also characterized by high vertical salinity stratification; the deep water mass has a higher salinity than at the surface and it is less oxygenated. Due to such a challenging environment, only a few marine fish species have adapted to these conditions, including Atlantic cod (*Gadus morhua* L.).

The Atlantic cod is a key euryhaline fish species in the North Atlantic Ocean, with significant commercial and ecological value that will be threatened by the expected climate-related decline in salinity in the Baltic Sea [10,11]. Cod adapt to a wide range of salinities, from 35 ppt in the North Atlantic, 20 ppt in the surface waters of Kattegat and the western Baltic, to about 3 ppt in the northeastern Baltic; thus, they provide an excellent model to study the molecular mechanisms underlying salinity adaptations. Previous studies using single-nucleotide polymorphisms (SNPs), microsatellites, and transcriptomic data revealed a genetic distinctiveness between the Baltic and Atlantic cod populations [12,13,14]. Further, several molecular studies [15,16,17,18,19] confirmed the existence of two separate subpopulations in the Baltic Sea: one termed western Baltic cod (abbreviated as WBC), located in subdivisions (SDs) 22–24, and the other termed eastern Baltic cod (EBC), located in SDs 24–32 (division by the International Council for the Exploration of the Sea (ICES)). Due to these results, the inner Baltic cod is monitored and managed as western and eastern stocks for fishery purposes [19,20].

Adult Baltic cod often undertake complex migrations to feeding and spawning grounds depending on the area [21]. According to previous studies, Baltic cod require a salinity above 11–12‰ for egg development and successful reproduction [22], which limits spawning areas to several locations. The main spawning areas for WBC are Kiel Bay and Arkona Basin. The latter is also used by EBC, which can result in mixing [20]. Former spawning grounds for the eastern stock in Gdańsk and Gotland Deep are dysfunctional because of strongly reduced inflows of high salinity and oxygenated water from the North Sea and increased hypoxia; thus, reproduction mainly takes in the Bornholm Basin [23,24,25]. During vertical and horizontal migrations to spawning areas with a depth occupation of over 60 m and active travelling speed of up to 14 m d^−1^, Baltic cod is exposed to variable salinities [26]. For successful spawning, EBC enter deep water up to 19.2 ppt, as revealed by tagging experiments [27]. Due to challenging brackish conditions in the Baltic Sea, cod subpopulations exhibit several physiological and genetic adaptations to low-salinity water, including egg buoyancy [28], sperm motility [29], hemoglobin type [30], osmoregulation and ion exchange [31], and different spawning times [21]. Studies on the Atlantic cod response to salinity stress have been focused on selected osmoregulatory genes such as Na/K-ATPase α genes (*atp1a*) and heat shock protein 70 (*hsp70*), aquaporins, the solute carrier gene family, and receptors of prolactin (*prl*) [16,31,32]. Further, recent studies showed that the genes involved in adaptation to low salinity in the Baltic Sea are located on chromosomes 2 and 12 [16,18,33]. These adaptations to the environmental conditions in the Baltic Sea may contribute to a strong and effective reproductive barrier between WBC and EBC; thus, Baltic cod can be viewed as an example of ongoing speciation [16]. Our preliminary studies of the transcriptome showed that eastern and western Baltic subpopulations from the natural environment differ in gene expression, which might be related to salinity tolerance [13,34]. However, understandings of the local genetic adaptation to low salinity in the Baltic Sea are still limited. Further, in recent decades, the Baltic cod population has decreased, especially EBC, which have experienced a strong depletion manifested by decreased resistance to pathogens, length–weight factor, reproduction/productivity, and an increase in natural mortality [25,35]. The reason for this, alongside overfishing, is the change in climate and environmental conditions, including salinity, which has caused a reduction in spawning areas.

Although many studies have investigated the response of the fish transcriptome to salinity changes using next-generation sequencing (NGS) [36,37,38] and microarrays [5,39,40], the current understanding of genetic and physiological responses to salinity fluctuations is still limited. In general, teleosts use similar strategies to maintain osmotic homeostasis; however, there are also some differences in the regulation of internal water and solute homeostasis [41]. Furthermore, recent studies revealed inter-population differences in fish responses to salinity [42,43]. To address this problem in the present study, cod individuals derived from the western and eastern subpopulations were kept in tanks, where salinity was gradually changed, and then gene expression was measured using a genome-wide DNA oligonucleotide microarray to characterize the putative salinity-regulated genes and the biological and molecular processes involved in salinity adaptation.

## 2. Materials and Methods

### 2.1. Ethics Approval

The experimental procedures were carried out according to the EC Directive 2010/63/EU for animal experiments and were approved by the Local Ethics Committee on Animal Experimentation of Gdansk Medical University (decision no. 60/2012).

### 2.2. Sampling and Experimental Design

*Gadus morhua* juvenile individuals were caught in November 2012 in Schleifjord, Kiel Bight (KIEL)—ICES SD 22, with an average size of 33.95 ± 0.32 cm, and the Gulf of Gdańsk (GDA)—SD 26, with an average size of 30.7 ± 5.27 cm, which represent the western and eastern Baltic cod subpopulations, respectively (Figure 1).

The live fish were transported in containers with sea water to the marine station of the University of Gdańsk in Hel, and then divided into two 2000 L tanks filled with recirculated water. The fish were kept at a constant temperature (10 °C), in a natural photoperiod, and under salinity conditions similar to those of the collection sites (GDA—8 ppt; KIEL—18 ppt). They were fed fresh herrings once a day and acclimated for more than 14 days until their typical behavior was restored. Next, fish from each localization were randomly divided and transferred to separate tanks termed control, salinity decrease, and salinity increase groups, and again acclimated as described above (Figure 2). The control tanks represented the natural salinities of the geographic region (abbreviated as GDA8 and KIEL18). During the osmotic challenge, the salinity was gradually changed (1 ppt per hour) in order to exclude acute stress and was measured every hour with a conductometer (Elmetron, Zabrze, Poland) [32]. In the increase group, salinity was elevated by 10 ppt and to 33 ppt in the GDA and KIEL groups (abbreviated as GDA18, GDA33, KIEL28, and KIEL33; Figure 2) by adding aquarium ocean salt (Aquarium Systems, Sarrebourg, France). In other tanks, salinity decreased by 10 ppt in the KIEL group (KIEL8) and to 3 ppt in both the GDA and KIEL groups (GDA3 and KIEL3). In experimental tanks, individuals were collected after 1 h, 12 h, and 72 h after reaching the desired salinity level (Figure 2). The fish were anesthetized using tricaine methanesulfonate (MS222) and sacrificed via spinal cord dissection, and their weights and lengths were measured.

### 2.3. RNA Extraction

Samples of gill were collected from 81 fish: KIEL (n = 48) and GDA (n = 33) and stored in RNAlater, according to the manufacturer’s instructions (Qiagen, Hilden, Germany) [34]. Total RNA was extracted with the ISOLATE II RNA Mini Kit (Bioline, London, UK) and stored at −80 °C [14]. The RNA concentration and integrity were measured with the Epoch microplate spectrophotometer (BioTek Instruments, Inc., Winooski, VT, USA) and Agilent Bioanalyser (Agilent, Santa Clara, CA, USA) [13]. The mean RNA integrity value was 9.62 ± SD 0.59 for the KIEL and 9.05 ± SD 0.93 for the GDA groups.

### 2.4. Microarray Analysis

Microarray hybridization was performed in the Department of Physiological Sciences of Warsaw University of Life Sciences (SGGW) with the Agilent-0048047 Genome-wide Atlantic cod microarray, second version_ACIQ2 (GEO accession no. GPL18775; Agilent, Santa Clara, CA, USA) using the Gene Expression Hybridization Kit (Agilent, Santa Clara, CA, USA), according to the manufacturer’s protocol. This DNA oligonucleotide 4 × 44 k microarray includes 60 mer probes for unique transcripts from the Ensembl and Unigene databases [44]. The hybridized arrays were washed using the Agilent Gene Expression Wash Buffer Kit and scanned with an Agilent Technologies Scanner G2505C, according to the manufacturer’s protocol (GE2_1010_Sep10). The scanned microarray images were analyzed using Agilent Feature Extraction software (version 10.10.1.1) [34]. Normalization of the raw mean signal was performed using the Limma package (version 3.58.1) in R [34,45] using the following functions: BackgroundCorrect (normexp method), normalizeWithinArrays (lowess method), and normalizeBetweenArrays (quantile method) [34]. Differentially expressed genes (DEGs) between the experimental groups and the control were identified using the significance analysis of microarrays (SAM) method in siggenes software (version 1.76.0) [46] and the rank product method in the RankProd package (version 3.28.0) [47], with a fold-change [FC] ≥ 2, a *p*-value < 0.05, and a false discovery rate (FDR) < 0.05. The Pearson correlation between experimental groups was analyzed using the R package. The Wilcoxon rank sum test (in R) was used to compare the means of the GDA and KIEL groups. Normalized data were analyzed using a two-factor model implemented in the limma package in R (*p*-value < 0.05) to assess the time course of responses to salinity changes in subpopulations (the factors were population and time or salinity).

Available gene annotations were downloaded from the Ensembl database (release 99; http://www.ensembl.org/Gadus_morhua, accessed on 1 February 2020). Genes without annotations were searched against proteins from the NCBI non-redundant (nr) database using the Basic Local Alignment Search Tool (blastx) implemented in BLAST+ (v.2.2.29) [48], with an E-value threshold of 10^−5^, using sequences to which probes were designed [34]. Gene symbols were assigned using the HUGO Gene Nomenclature Committee (HGNC) and the Zebrafish Information Network (ZFIN) databases. Pathway enrichment analysis was performed using the *Kyoto Encyclopedia of Genes and Genomes* (KEGG) Orthology-Based Annotation System (KOBAS v.3.0) for the human data (corrected *p*-value < 0.05) [49].

### 2.5. Data Availability

The microarray data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) under the accession number GEO: GSE195878.

## 3. Results

### 3.1. Measurements

The length and weight of each fish used in this experiment were measured and compared between the GDA and KIEL groups using the Wilcoxon rank sum test. Statistical analysis revealed that the body parameters of the GDA fish were significantly lower than those of the KIEL group (*p*-value < 0.001; Figure 3).

### 3.2. Microarray Analysis

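The chemokine *ccl20*, which draws lymphocytes to epithelia, was higher than in the GDA8 fish in all 3 other GDA groups: log2 1.23 at 3 ppt (standard error, SE, 0.26, adjusted p = 0.0064 from limma, 10 of 10 fish), 1.49 (SE 0.26, adjusted p = 0.0010) at 18 ppt and 1.71 (SE 0.27, adjusted p = 2.1e-05) at 33 ppt. At 3 ppt the nuclear receptor gene *nr2f2* was higher, at 2.25 (SE 0.43, adjusted p = 0.0024), and at 18 ppt the killer cell lectin receptor *klrb1* lower, at -1.26 (SE 0.27, adjusted p = 0.0081). At 33 ppt the growth factor *nrg4* was higher, at 1.42 (SE 0.22, adjusted p = 1.2e-05, 8 of 8 fish), and the mitochondrial acyl-CoA synthetase *acsf2* lower, at -1.21 (SE 0.17, adjusted p = 6.0e-06, 8 of 8 fish). Against the KIEL18 fish, an L-rhamnose-binding lectin of the SML type, a family that binds bacterial sugars on mucosal surfaces, was 4.18 times as high at 3 ppt, log2 2.06 (SE 0.29, adjusted p = 1.4e-05, 8 of 8 fish), and with scan day as a block 2.42 (adjusted p = 0.0014). The NADPH oxidase organizer *noxo1* rose with it, by 1.13 (SE 0.18, adjusted p = 2.3e-04), or 1.22 (adjusted p = 0.0058) under that block. At 28 ppt the platelet glycoprotein gene *gp9* was higher, at 1.63 (SE 0.26, adjusted p = 3.4e-05), against 1.01 (adjusted p = 0.81) under the block. At 33 ppt *cyp1b1*, a target of the aryl hydrocarbon receptor, was higher, at 1.02 (SE 0.17, adjusted p = 1.9e-04), against 0.81 (adjusted p = 0.055). Each of 33 GDA and 48 KIEL fish was compared on its array with a pool of all fish over 33532 of 42416 probes. The time points of a salinity were pooled, since the exposure time of a single fish is not given in the sources used here. They were not the same for every group: KIEL3 lacked the last time point of GDA3. In GDA, at an adjusted p under 0.05 and a fold change of at least 2, limma called 8 probes at 3 ppt (4 up, 4 down; with Aquantile scaling 1 up, 4 down), 18 at 18 ppt (11 up, 7 down; with Aquantile scaling 3 up, 0 down) and 49 at 33 ppt (31 up, 18 down). In KIEL it called 14 at 3 ppt (14 up, 0 down; with Aquantile scaling 15 up, 5 down), 24 at 8 ppt (5 up, 19 down), 84 at 28 ppt (59 up, 25 down; without its 3 low-signal arrays 5 up, 12 down) and 64 at 33 ppt (49 up, 15 down). Every GDA8 fish was scanned on another day than the other GDA fish, so the GDA values cannot be separated from scan day, and with scan day as a block the KIEL counts were 5, 0, 0 and 2. No KIEL8 or KIEL28 fish shared a scan day with a KIEL18 fish, so under the block their values are linked to the control only through KIEL3 fish. A lost call or a turned sign there does not show that scan day made the difference. Control and changed salinities were also kept in separate tanks, and tank was not entered in the model. No longer called were *ccl20*, *nr2f2* and *klrb1* with scan day as a random block, and *nr2f2* and *klrb1* with Aquantile scaling.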

Comparison with references from both localizations revealed differentially expressed genes in each experimental group (including time and salinity). In summary, 756 DEGs and 881 DEGs were identified in the GDA and KIEL subpopulations, respectively (Supplementary Table S1). Of these, on average, 66.86% were annotated using the Ensembl or NCBI nr databases (excluding uncharacterized and hypothetical proteins), and gene symbols were assigned to 58.05%. 

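In GDA the deepest falls among named genes were those of a retroelement polymerase (RNA-directed DNA polymerase), log2 -2.74 (SE 0.54, adjusted p = 0.0038) at 3 ppt, -2.35 (SE 0.56) at 18 ppt and -2.50 (SE 0.57) at 33 ppt. The cation-chloride cotransporter *slc12a10.3* was lower at 33 ppt in GDA, at -1.33 (SE 0.32, adjusted p = 0.0073, 8 of 8 fish), and higher at 3 ppt in KIEL, at 1.45 (SE 0.28, adjusted p = 0.0039, 7 of 8 fish), or 1.24 (adjusted p = 0.20) with scan day as a block. In KIEL *impa1*, whose enzyme makes the osmolyte inositol, was higher at 33 ppt on 3 of 3 probes, at 1.26 (SE 0.29, adjusted p = 0.0058, 7 of 7 fish), against 0.96 (adjusted p = 0.25) with scan day as a block. Mitochondrially encoded genes were lower there: *mt-co1* -1.20 (SE 0.20, adjusted p = 2.7e-04), or -1.0 (adjusted p = 0.061) with scan day as a block, *mt-atp6* -1.20 (SE 0.26, adjusted p = 0.0043) and *mt-co3* -0.90 (SE 0.17, adjusted p = 6.5e-04). Of 8 probes of this group 5 were called, against 213 of the 1316 kept probes of Table S1, from which the list was drawn. Adjusted over the list alone 8 were called, while camera gave adjusted p = 0.31 with an estimated correlation. Counting each probe once, limma called 54 probes in GDA and 160 in KIEL at a fold change of 2, and 1194 and 4884 without that limit. Of those at 33 ppt, 48 of 49 in GDA and 63 of 64 in KIEL stand in Table S1, whose values, averaged over time points, correlate with those found here at r = 0.948 to 0.999 across 1316 probes (not independent replicates). With scan day as a block 6 KIEL probes were called. Calls were lost for RNA-directed DNA polymerase and *slc12a10.3* with scan day as a random block, and *slc12a10.3*, *mt-atp6* and *mt-co3* with Aquantile scaling.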

The analysis revealed that subpopulations shared 296 DEGs (Venn diagram, Supplementary Figure S1). 

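The receptor *tnfrsf9*, which costimulates T cells, was called in both subpopulations but in opposite directions: higher in GDA at 33 ppt (log2 1.76, SE 0.32, adjusted p = 2.3e-04, 8 of 8 fish) and 18 ppt (1.32, SE 0.31, adjusted p = 0.021), and lower in KIEL at 28 ppt (-1.11, SE 0.25, adjusted p = 0.0025, 12 of 12 fish). The cytokine *il22*, which acts on epithelial barriers, was higher in both, in GDA at 18 ppt (1.27, SE 0.30, adjusted p = 0.022, 9 of 9 fish) and in KIEL at 3 ppt (1.52, SE 0.27, adjusted p = 0.0016, 8 of 8 fish). With the cotransporter *slc12a10.3*, which fell in GDA and rose in KIEL, and 2 probes without a gene name, these were the 5 probes that limma called at a fold change of 2 in at least 1 group of each subpopulation, and without that limit there were 299. No regrouping of the same fish gave a shared probe (0 the highest of the others in 100). Regroupings called a median of 0 probes in GDA and 0 in KIEL, so they could hardly give an overlap and do not weigh the sharing. The overlap that independent lists of the real sizes would give was not set beside these counts. With scan day as a block the KIEL values became 0.08 (adjusted p = 0.99) for *tnfrsf9* and 0.82 (adjusted p = 0.46) for *il22*. At 18 ppt in GDA both calls were lost with Aquantile scaling, slide as a random block or scan day as a random block.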

The numbers of DEGs in each experimental group (including salinity and time) are presented in Figure 4 and Supplementary Table S2. In general, a lower number of DEGs was identified across the KIEL groups compared to the GDA groups; however, the difference was not statistically significant (Figure 4a). 

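Most calls of both subpopulations came after salinity increases, though with scan day as a block limma called 5 KIEL probes at 3 ppt, 0 at 8 and 28 ppt and 2 at 33 ppt: in GDA at 33 ppt *phlda2*, an imprinted growth regulator in mammals, rose (log2 1.53, SE 0.28, adjusted p = 2.0e-04, 8 of 8 fish), and in KIEL at 28 ppt *wrap53*, a telomerase cofactor, rose (2.83 times, SE of the log2 value 0.26, adjusted p = 7.7e-05, 10 of 12 fish). In KIEL at 8 ppt *endod1* fell on 3 of 3 probes, to -3.24 (SE 0.91, adjusted p = 0.041) at most, and in KIEL at 3 ppt the transcription factor *cebpb* rose (1.25, SE 0.26, adjusted p = 0.0093, 8 of 8 fish). With scan day as a block these KIEL values were 1.39 (adjusted p = 0.66) for *wrap53*, -4.88 (adjusted p = 0.60) for *endod1* and 1.48 (adjusted p = 0.085) for *cebpb*. Without a fold change limit the groups held 199 probes (GDA3), 291 (GDA18), 996 (GDA33), 184 (KIEL3), 704 (KIEL8), 2359 (KIEL28) and 2397 (KIEL33), with 6 to 12 fish per group. The permutation test of the SAM type gave 4, 7 and 69 probes in GDA and 7, 49, 108 and 88 in KIEL at a fold change of 2. Groups of 7 to 12 KIEL fish were compared with 10 controls and groups of 8 to 10 GDA fish with 6. In simulated data with these group sizes, and without a fold change limit, changes of log2 0.5 were found in 60% to 68% in GDA and 68% to 82% in KIEL. Changes of log2 1 were found in 96% or more of both. Group size can thus enter the counts without a fold change limit, mainly for small changes. Counts at a fold change of 2 were not simulated, nor were effects of scan day or slide. Without its 3 low-signal arrays KIEL28 had 17 probes at a fold change of 2, and the call was lost for *endod1* with slide as a random block or scan day as a random block.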

The increase to 33 ppt in KIEL (12 h) and GDA (1 h) caused the expression changes in the highest number of genes compared to other groups (Figure 4a). The number of DEGs was similar between 1 h and 12 h and then decreased after 72 h (1 h vs. 72 h; *p*-value < 0.05) in both the KIEL and GDA groups (Figure 4b).

A positive Pearson correlation was found between the experimental groups within the subpopulations, indicating a similar expression trend (Supplementary Figure S2a). 

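Among the genes that moved together across KIEL salinities was the cytochrome *cyp1a2*, which oxidizes aromatic compounds: log2 1.61 (SE 0.33) at 3 ppt, 1.39 (SE 0.30) at 8 ppt, 1.62 (SE 0.30) at 28 ppt and 1.74 (SE 0.34) at 33 ppt, all called by limma (adjusted p = 0.0069, 0.012, 1.7e-04 and 0.0013). With scan day as a block the values were 1.43, 1.32, 1.57 and 1.51, and none was called. Its relative *cyp1a1* rose by 0.99 (SE 0.26, adjusted p = 0.032) at 8 ppt, 1.04 (SE 0.26, adjusted p = 0.0054) at 28 ppt and 1.32 (SE 0.29, adjusted p = 0.0049) at 33 ppt, or 1.04 (adjusted p = 0.74), 1.40 (adjusted p = 0.62) and 1.06 (adjusted p = 0.18) under that block. In GDA the complement gene *cfb* (-0.96, SE 0.22, adjusted p = 0.0050) and *klrb1* (-1.25, SE 0.27, adjusted p = 0.0032) were lower at 33 ppt, the latter as at 18 ppt. Across 33532 probes (genes, not independent replicates) the log2 changes of the 3 GDA groups correlated at a mean r of 0.66 (0.63 to 0.70) and those of the 4 KIEL groups at 0.47 (0.33 to 0.69), lowest between KIEL28 and KIEL33 and highest between KIEL8 and KIEL28. KIEL8 and KIEL28 fish were scanned on the same days and had the same time points, while KIEL28 and KIEL33 shared no scan day. The order of these values therefore cannot be separated from scan day or exposure time. All groups of a subpopulation were compared with the same controls, which alone makes such values positive: groups set to have no effect gave 0.52 (SD 0.19) for GDA and 0.47 (SD 0.13) for KIEL, and controls split between the groups lowered r to 0.24 and 0.21.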

The opposite results were obtained by comparing the GDA and KIEL groups, which showed a negative correlation (Supplementary Figure S2a). 

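Over all probes kept, GDA18 and KIEL28 were the pair of groups with the most opposed changes (r = -0.31), and over the probes of Table S1 GDA3 and KIEL28 (-0.28 against -0.24). The gene *ahnak*, a large membrane scaffold, rose in GDA at 18 ppt by log2 1.04 (SE 0.19, adjusted p = 0.0013, 9 of 9 fish), and the semaphorin *sema6d* fell in KIEL at 28 ppt by 1.31 (SE 0.24, adjusted p = 1.6e-04). The lysyl oxidase *lox*, which crosslinks collagen, fell in KIEL at 28 ppt (-1.37, SE 0.25, adjusted p = 2.1e-04, 11 of 12 fish) and 8 ppt (-1.05, SE 0.26, adjusted p = 0.024). With scan day as a block these KIEL values turned to 0.17 for *sema6d* and to 0.35 and 0.56 for *lox*, none of them called, and neither KIEL28 nor KIEL8 shared a scan day with KIEL18. Over all 12 pairs of a GDA and a KIEL group the mean r was -0.09 (-0.31 to 0.16, 7 of 12 below 0), and over the probes of Table S1 -0.11 (9 of 12 below 0). The highest value over all probes kept was that of GDA3 with KIEL33 (0.16). Groups with no effect gave a mean of 0.01 (SD 0.064). As a covariance the pairs lay lower against groups with no effect: -0.00333 against 0.000144 (SD 0.00132) over all probes kept and -0.0354 against 0.000629 (SD 0.0109) over the probes of Table S1, or with Aquantile scaling -0.00173 (SD 0.00122) and -0.0195 (SD 0.0103), less than 2 SD below. All of these values are across genes, which are not independent replicates. Calls ended for *ahnak* with Aquantile scaling, and *lox* with slide as a random block or scan day as a random block.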

Wilcoxon’s rank sum test using the absolute value of log2 expression revealed that in most GDA and KIEL groups the median expression level was significantly higher at 1 h compared to 12 h or 72 h; however, in the KIEL8 (1 h vs. 72 h) and GDA3 (1 h vs. 12 h) groups, the difference was not significant. It was different in the KIEL33 group, where median expression increased with time (*p*-value < 0.05; Supplementary Figures S2b and S2c). Furthermore, the magnitude of the expression changes in the KIEL group after 1 h of exposure to increased salinity was higher (*p*-value < 0.001), following which salinity decreased (Supplementary Figure S2c). There was no such trend in the GDA groups. In the event that salinity decreased and increased to 33 ppt, the magnitude of expression changes after 1 h of exposure was higher in the GDA group (Figure 5a). The same pattern was revealed when comparing the groups with reduced salinity after 12 h and 72 h; however, a salinity level increase to 33 ppt provoked higher expression in the KIEL group compared to the GDA group (*p*-value < 0.001). Salinity increased by 10 ppt caused similar magnitude expression changes in both the GDA and KIEL groups at each time point (Figure 5a,b).

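Genes that set GDA apart from KIEL in the mean over 4 salinities included *acsbg2*, an acyl-CoA synthetase, higher in GDA at the same salinity by log2 1.89 (SE 0.14, adjusted p = 3.7e-17, 69 of 69 fish), *nr2f2* (2.07, SE 0.20, adjusted p = 5.9e-13, 66 of 69 fish) and the asparaginase *asrgl1* (1.57, SE 0.18, adjusted p = 1.6e-10, 69 of 69 fish). A mean does not show that the difference was alike at each salinity. Here a fish counts when its deviation from its group mean, added to the fitted difference, keeps the sign. The same holds below for differences between the controls and between responses. A full count does not mean that every GDA fish lay above every KIEL fish. For *acsbg2* a GDA3 fish at -1.04 lay below a KIEL3 fish at -0.26. Lower in GDA were *fcgbp*, a mucus protein (-1.50, SE 0.15, adjusted p = 3.3e-12, 69 of 69 fish, 3 of 3 probes), the phospholipase *pla2g4c* on 3 of 3 probes (-2.18, SE 0.68, adjusted p = 0.0093) and *krt18*, a keratin of simple epithelia (-1.77, SE 0.25, adjusted p = 5.3e-08). The antimicrobial peptide *cathl1* was higher in GDA (2.56, SE 0.32, adjusted p = 1.1e-09, 65 of 69 fish) and the purine phosphorylase *pnp* lower (-1.31, SE 0.20, adjusted p = 2.8e-07). Between the means of the 4 salinities of each subpopulation (33 GDA and 36 KIEL fish) limma called 130 probes at a fold change of 2 (76 up and 54 down, or 109 and 40 with Aquantile scaling) and 10989 without that limit. With scan day as a random block these were 113 and 6015. The only scan day with fish of both subpopulations held GDA8 and KIEL18 fish, so this difference can hardly be separated from scan day. The paper also reports a lower mean RNA integrity and smaller fish in GDA than in KIEL. Neither was entered in the model. A principal component analysis of the 7 log2 responses over the probes of Table S1 put 57.1% of the variance on the first component and 14.3% on the second, with GDA groups at 14.1 to 15.6 and KIEL groups at -15.2 to -8.35 on the first. Each subpopulation has its own control, and data set to have no effect of salinity gave the same split in 100 of 100 sets with 51.0% on the first component, as did controls divided between the groups in 100 of 100 splits. With the other fits, calls ended for *pla2g4c* with scan day as a random block.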

The principal component analysis (PCA) performed for all identified DEGs from this study showed a clear division of the GDA and KIEL groups (Figure 6).

### 3.3. Sub-Population-Dependent Transcripts

Across all transcripts included in the analysis, 29.83% (400) showed differential expression between subpopulations (FC > 2; Supplementary Table S3). Of these, 70.50% were annotated, and 57% had a gene symbol. 

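The response of *acsbg2*, already 7.43 times as high in the GDA8 control as in KIEL18 (log2 2.89, SE 0.30, adjusted p = 2.2e-10, 16 of 16 fish; 3.30, adjusted p = 7.7e-11, with scan day as a block), was lower in GDA than in KIEL: the difference of the 2 responses averaged over salinities was -1.44 (SE 0.34, adjusted p = 0.012, 54 of 54 fish). Piscidin-1, an antimicrobial peptide of mast cells, had the largest such difference among the named genes called (-1.94, SE 0.48, adjusted p = 0.015, 54 of 54 fish), gaduscidin-2 moved the same way (-1.04, SE 0.26, adjusted p = 0.017), and the nucleolar protein *ncl* was higher in the GDA response (1.05, SE 0.23, adjusted p = 0.0063, 54 of 54 fish). Before any change of salinity, the fish-egg lectin was lower in GDA8 than in KIEL18 on 5 of 5 probes, to -3.75 (SE 0.68, adjusted p = 1.3e-04) at most, and the ammonia channel *rhcg* lower (-1.28, SE 0.25, adjusted p = 3.6e-04). Between the 2 controls (6 and 10 fish) limma called 169 probes at a fold change of 2 (103 up, 66 down), 141 with scan day as a block (70 up, 71 down) and 116 on the 1 day on which both were scanned (50 up, 66 down), so that the excess of probes higher in GDA8 was not found there. The controls were kept at different salinities, so origin and salinity cannot be told apart in these counts. For the response itself, 382 probes (1.14% of 33532) were called at a fold change of 2 in at least 1 of 4 interactions: 34 for the mean response (16 up, 18 down), 1 for the decrease to 3 ppt, 267 for the increase of 10 ppt (163 up, 104 down; without the low-signal arrays 116 up, 36 down, and with scan day as a random block 121 up, 41 down) and 147 for the increase to 33 ppt (80 up, 67 down; with Aquantile scaling 83 up, 36 down). Of the 396 probes of Table S3 that were kept, 130 were called in an interaction without a fold change limit and 213 in an interaction or a subpopulation difference. No interaction can be estimated with scan day as a block, and calls ended for *acsbg2*, *piscidin-1* and *ga2* with Aquantile scaling.

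**Figure D1:**
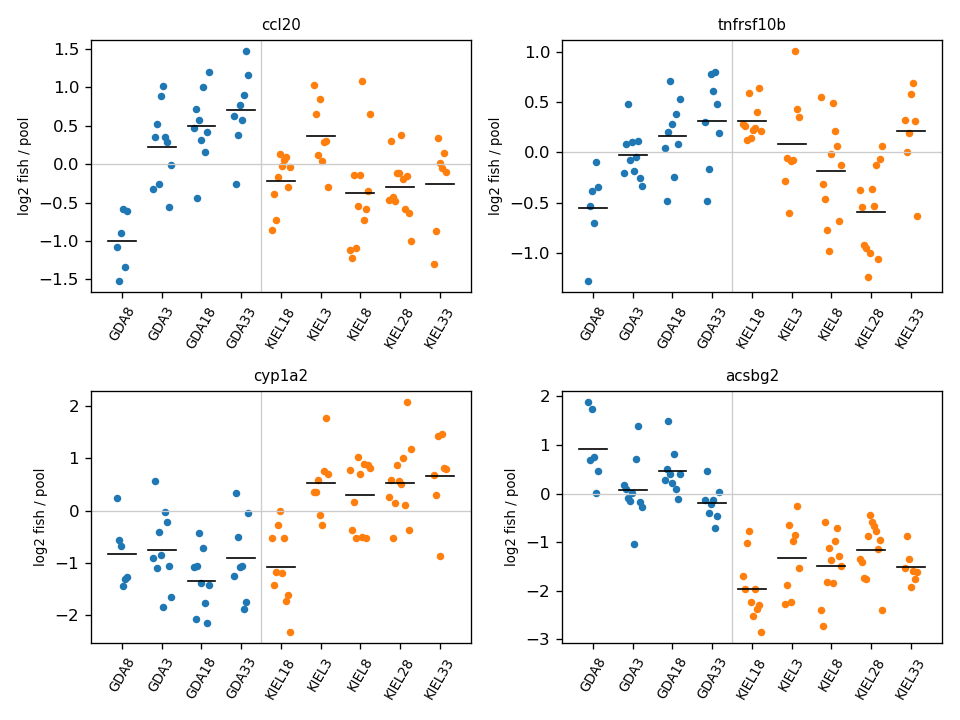
Log2 ratio of each fish to the pool for 4 genes in the 9 groups; bars are group means.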

The enrichment analysis of subpopulation-dependent genes revealed several DEGs involved in the immune response (complement and coagulation cascade, the ILl-17 signaling pathway, cytokine–cytokine receptor interaction, and neutrophil degranulation; Figure 7). These included *cd59*, complement factor H (*cfh*), chemokines (*ccl2*, *ccl20*, and *ccr2*), mucins (*muc2*, *muc5b*, and *muc5ac*), lectins toll-like receptor 2 (*tlr2*), nlr family card and pyrin domain containing 3 (*nlrc3* and *nlrp3*), and natterin (*aep1*). 

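The chemokine *ccl20* had a higher response in GDA than in KIEL: the difference of the 2 responses was log2 1.56 (SE 0.34, adjusted p = 0.0017, 21 of 21 fish) for an increase of 10 ppt, 1.75 (SE 0.36, adjusted p = 0.0017, 15 of 15 fish) for an increase to 33 ppt and 0.64 (SE 0.35), not called, for a decrease to 3 ppt. For the increases it lay almost wholly in the rise of GDA over GDA8, the only GDA fish of their scan day. KIEL stayed near its control there. The inflammasome gene *nlrp3* had a higher GDA response on 4 of 9 probes at +10 ppt, 1.87 (SE 0.40, adjusted p = 0.0015, 21 of 21 fish) at most, though its brightest probe gave -1.16 (SE 1.14), and *nlrc3*, an NLR gene that restrains inflammation, on 1 of 8 (1.20, SE 0.26, adjusted p = 0.0017). For the pore-forming *aep1* the response at +10 ppt was lower in GDA on 13 of 21 probes, -4.14 (SE 1.16, adjusted p = 0.016, 21 of 21 fish) at most, after a level in the GDA8 control that was higher on 10 of 21 probes, by 3.12 (SE 0.90) at most. Not called in any of the 4 interactions were *cd59*, *cfh*, *ccl2*, *ccr2*, *muc2*, *muc5b* and *tlr2*, whose mean responses differed by -0.44 (SE 0.62), -0.73 (SE 0.36), -0.93 (SE 0.67), 1.03 (SE 0.63), 2.88 (SE 1.11), 0.71 (SE 0.44) and 0.45 (SE 0.39). Of 21 probes for pattern recognition receptors 5 were called higher at +10 ppt and 0 lower (6 and 0 adjusted over the list alone; camera adjusted p = 0.33 with an estimated correlation), and of the 58 probes of the immune genes named in the paper's list 7 were called higher and 13 lower (adjusted p = 0.99). Of all 1316 kept probes of Table S1, 208 were called at +10 ppt. Both lists were drawn from that table, which the study chose on these samples, and are not independent evidence. With scan day as a random block 3 of the 13 *aep1* calls were left.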

Endocrine system pathways, such as thyroid hormone signaling, PPAR signaling, and estrogen signaling, were also enriched across subpopulation-dependent genes. Between these genes, there were several Ca^2+^-transporting ATPases (*atp2a1* and *atp2a2*), protein kinase c alpha (*prkca*), phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit alpha (*pik3ca*), notch receptor 2 (*notch2*), iodothyronine deiodinase 1 (*dio1*), and creb-binding protein (*crebbp*). 

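The deiodinase *dio1*, which converts thyroxine to the active hormone, differed in its response between GDA and KIEL on 2 of 2 probes, with the GDA value the lower one: the difference of the 2 responses was log2 -1.44 (SE 0.41, adjusted p = 0.017, 21 of 21 fish) at +10 ppt. In KIEL the gene was higher at 8 ppt (1.05, SE 0.26, adjusted p = 0.025, 10 of 11 fish) and at 28 ppt (0.92, SE 0.26, adjusted p = 0.016), or 1.36 (adjusted p = 0.62) and 1.31 (adjusted p = 0.69) with scan day as a block. The kinase *pik3ca*, which relays insulin and growth factor signals, followed the same way at +10 ppt (-1.61, SE 0.49, adjusted p = 0.028, 20 of 21 fish), its KIEL value of 1.18 (SE 0.31) at 28 ppt becoming 0.45 (adjusted p = 0.97) under that block. The receptor *notch2* was higher in the GDA response at +10 ppt, but by 0.21 (SE 0.07, adjusted p = 0.043, 21 of 21 fish) only, and with the authors' deposited values which keep a GDA8 spot left out here as an outlier, it was -1.22 (adjusted p = 0.22) and not called. For *atp2a1*, *atp2a2* and *prkca* no interaction was called, the values at +10 ppt being 1.25 (SE 0.60), 0.38 (SE 0.84) and 0.40 (SE 0.52). Calls at +10 ppt ended for *dio1*, *pik3ca* and *notch2* with Aquantile scaling, scan day as a random block or the 3 low-signal arrays left out, and *notch2* with the authors' deposited values or slide as a random block.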

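The cytochrome *cyp1a2* had the largest difference between the 2 responses among lipid genes, lower in GDA by log2 2.13 (SE 0.47, adjusted p = 0.0020, 21 of 21 fish) at +10 ppt and 1.81 (SE 0.50, adjusted p = 0.025) at 33 ppt, while *cyp1a1* gave -1.36 (SE 0.44, adjusted p = 0.061) at 33 ppt and was not called. The farnesyl diphosphate synthase *fdps*, an enzyme of cholesterol synthesis, was higher in the GDA response at +10 ppt (1.16, SE 0.29, adjusted p = 0.0071, 21 of 21 fish). The acyltransferase *plaat4* was lower at 33 ppt (-1.08, SE 0.32, adjusted p = 0.041) on 2 of 5 probes, having risen in KIEL (0.98, SE 0.22, adjusted p = 0.0044, 7 of 7 fish; 0.48, adjusted p = 0.44, with scan day as a block). Prostacyclin synthase, *ptgis*, differed between the controls instead (-1.13, SE 0.23, adjusted p = 9.6e-04, 16 of 16 fish) and rose in GDA at 33 ppt (1.16, SE 0.24, adjusted p = 0.0019), as did the phospholipase *pld4* between controls (0.95, SE 0.27, adjusted p = 0.020). For *plaat3* (-0.97, SE 0.49), *fabp1* (1.16, SE 0.63) and *pld4* (-0.92, SE 0.30) the mean response was not called as different. Of the 18 probes of the lipid genes named here 1 was called higher and 6 lower at +10 ppt (1 and 7 adjusted over the list alone), and 0 and 5 at 33 ppt (1 and 10), with adjusted p = 0.43 and 0.33 with an estimated correlation. The list was chosen by the study on these samples and is not independent evidence, and calls ended for *cyp1a2* with scan day as a random block, and *plaat4* and *ptgis* with Aquantile scaling, and *plaat4* with slide as a random block.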

The EBC and WBC subpopulations also showed differential regulation of genes involved in lipid metabolism (sphingolipid metabolism, arachidonic acid pathways, and linoleic acid pathways), such as ceramides (*cers2*, *cers3*, and *cers4*), phospholipase a and acyltransferase 3 and 4 (*plaat3* and *plaat4*), phospholipase d family member 4 (*pld4*), prostaglandin i2 synthase (*ptgis*), farnesyl diphosphate synthase (*fdps*), fatty acid-binding protein 1 (*fabp1*), acyl-coa synthetase bubblegum family member 2 (*acsbg2*), and two genes of the cytochrome p450 family 1 subfamily a (*cyp1a1* and *cyp1a2*). Furthermore, genes involved in programmed cell death (apoptosis, necroptosis, and the p53 signaling pathway), including caspases (*casp2*, *casp8,* and *casp13*), bcl2-associated x, apoptotic regulators (*bax*), bcl2-like 14 (*bcl2l14*), bcl2-interacting protein 3 (*bnip3*), and members of the tnf receptor superfamily (*tnfrsf9*, *tnfrsf10b*, *tnfrsf14*, and *tnfrsf15*), were differentially expressed between these two subpopulations. 

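The death receptor gene *tnfrsf10b* had a higher response in GDA on 3 of 3 probes, by log2 1.63 (SE 0.27, adjusted p = 7.0e-05, 21 of 21 fish) at +10 ppt and 1.12 (SE 0.23, adjusted p = 0.0042, 54 of 54 fish) over salinities, and *tnfrsf9* by 2.43 (SE 0.40, adjusted p = 6.8e-05, 21 of 21 fish). In KIEL at 28 ppt *tnfrsf10b* was lower (-0.90, SE 0.17, adjusted p = 2.5e-04), which became 0.16 (adjusted p = 0.98) with scan day as a block. The mitophagy gene *bnip3* rose in KIEL at 33 ppt (1.04, SE 0.17, adjusted p = 2.1e-04, 7 of 7 fish; 0.87 (adjusted p = 0.051) under that block) but not in GDA, so that its response was lower in GDA (-1.47, SE 0.25, adjusted p = 1.7e-04, 15 of 15 fish). The initiator caspase *casp2* was lower in GDA8 than in KIEL18 (-1.26, SE 0.35, adjusted p = 0.017, 16 of 16 fish) and lower in KIEL fish at 28 ppt (-1.32, SE 0.29, adjusted p = 0.0015; -3.09, adjusted p = 0.10, under the block) and 33 ppt (-1.09, SE 0.33, adjusted p = 0.031; -1.40, adjusted p = 0.11, with scan day as a block), with an uncalled difference of responses of 1.22 (SE 0.45). Nor was an interaction called for *casp8*, *casp13*, *bax*, *bcl2l14*, *tnfrsf14* and *tnfrsf15*, with -0.03 (SE 0.29), 0.78 (SE 1.12), -2.02 (SE 1.25), -1.18 (SE 0.59), 0.32 (SE 0.77) and 1.05 (SE 0.88) at +10 ppt. Of the 21 probes of these genes 4 were called higher and 0 lower at +10 ppt (5 and 0 adjusted over the list alone; adjusted p = 0.31 with an estimated correlation), a list that the study chose on these samples and that is not independent evidence. Among 32 probes for apoptosis and the TNF receptor family 1 was higher and 6 lower in the GDA8 control than in KIEL18 (1 and 8; adjusted p = 0.16). No longer called were *casp2* with Aquantile scaling, slide as a random block or scan day as a random block.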

The western and eastern subpopulations also showed differential regulation of genes related to tissue remodeling, such as type X collagen (*col10a1*), type 13 keratin (*krt13*), fibronectin 1 (*fn1*), lysyl oxidase (*lox*), tenascin n (*tnn*), myosin heavy chain 3 and 7 (*myh3* and *myh7*), and myosin light chain 3 and 10 (*myl3* and *myl10*), which are involved in the regulation of the actin cytoskeleton (Figure 7).

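For the collagen crosslinking enzyme *lox* the responses at +10 ppt differed by log2 1.71 (SE 0.40, adjusted p = 0.0041, 21 of 21 fish), GDA less KIEL, mostly through its fall in KIEL at 28 ppt. That fall turned to a positive value with scan day as a block, which was not called and rests on no scan day shared by KIEL28 and KIEL18. The gene *krt13*, a keratin of stratified epithelia, was lower in the GDA response at 33 ppt on 1 of 4 probes called, all 4 the same way (-1.94, SE 0.41, adjusted p = 0.0018, 15 of 15 fish). For *col10a1* 1 of 3 probes was called, lower at +10 ppt (-1.52, SE 0.45, adjusted p = 0.024), and the called probe of *tnn* was not well above background in several of the groups compared, so no value is given for it. Fibronectin, *fn1*, fell in KIEL at 33 ppt (-0.93, SE 0.19, adjusted p = 0.0025, 7 of 7 fish; -0.71, adjusted p = 0.18, with scan day as a block) without a call in any interaction. The muscle genes *myh3*, *myh7*, *myl3* and *myl10* were higher in the GDA response at +10 ppt by 2.08 (SE 1.26), 1.42 (SE 0.63), 1.07 (SE 0.48) and 1.59 (SE 0.76) and lower at 33 ppt by 1.69 (SE 1.35), 0.58 (SE 0.68), 0.82 (SE 0.52) and 1.34 (SE 0.82), none of them called. They moved as 1 block with other striated muscle genes. After group means were taken out, 14 muscle marker probes, 1 for each gene, correlated across fish at a median r of 0.91. Of all 19 marker probes, the 5 of the tissue remodeling genes correlated at 0.95 with the other 14, against -0.058 for the 14 other probes of the sentence. The marker mean ranged within GDA18 up to log2 3.19 against the pool and averaged 0.49 (SD 0.77) in KIEL33 against -0.70 (SD 0.99) in KIEL18, a difference in marker level measured between fish and groups. Of the 19 probes of the sentence's genes 1 was called higher and 2 lower at +10 ppt (adjusted p = 0.97 with an estimated correlation), and the list was chosen by the study on these samples. The call was lost for *col10a1* with Aquantile scaling or scan day as a random block.

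**Figure D2:**
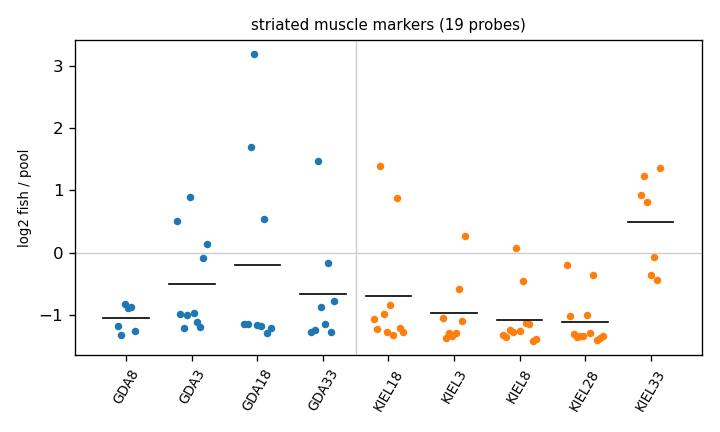
Mean log2 ratio to the pool of 14 striated muscle marker probes, 1 for each gene, in each fish of the 9 groups. The panel title gives the 19 probes of the whole list. Bars are group means.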

Of the total of 290 DEGs with time differences, 75 (25.86%) were shared between time points, including such transcripts as *bax*, *casp8*, kinesin family member 5b (*kif5b*), *nlrp3, pik3ca*, and *tnfrsf10b* involved in apoptosis and necroptosis, *cyp1a1*, *cyp1a2*, and *acsbg2* involved in fatty acid metabolism, and *dio1* and *notch2* related to the thyroid hormone signaling pathway. Additionally, several immune-related genes such as *aep1*, *ccl20*, and interferon-induced very large GTPase 1 (*gvinp1*), while *fish-egg lectin*, *muc2*, and *piscidin* were regulated over time (Figure 8a). A suite of immune genes such as *lysozyme g*, *muc5ac*, s100 calcium-binding protein *p* (*s100p*), sam and hd domain containing deoxynucleoside triphosphate triphosphohydrolase 1 (*samhd1*), *tnfrsf14*, and *tnfrsf15*, as well as the stress response protein (*hsp70*) and genes involved in glycerophospholipid biosynthesis (*plaat3* and *plaat4*) and haloacid dehalogenase-like hydrolase domain containing 5 (*hdhd5)* were differentially expressed only 1 h after the change in salinity. Further, 12 h after the salinity change, genes involved in neutrophil degranulation, such as rab37, members of the ras oncogene family (*rab37*), actin-related protein 2 (*actr2*), purine nucleoside phosphorylase (*pnp*), and *tlr2*, showed differences between the GDA and KIEL groups, as well as *mhc class I anigen*. Moreover, genes involved in the cell cycle, including the up-regulator of cell proliferation-like (*urgcp*) and nedd1 gamma-tubulin ring complex targeting factor (*nedd1*), and in tyrosine degradation, such as dihydropteridine reductase (*qdpr*) and asparaginase and isoaspartyl peptidase 1 (*asrgl1*), were only differentially expressed after 12 h. On the other hand, aldolase fructose-bisphosphate a (*aldoa*) (involved in glycolysis), *pld4* (involved in inositol phosphate metabolism), tripartite motif containing 39 (*trim39*), sialic acid-binding ig-like lectin 14 (*siglec14*), and killer cell lectin-like receptor b1 (*klrb1*) (involved in the innate immune system) were only differentially expressed 72 h after the salinity change. Of the 308 subpopulation-dependent genes related to salinity change, the highest number of DEGs was observed after salinity decreased (190) and the lowest after salinity increased to 33 ppt. Of these, 74 DEGs (23.94%) were shared between the salinity groups. 

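After the decrease to 3 ppt the 2 responses differed for 1 probe, the L-rhamnose-binding lectin of the SML type, which rose in KIEL and was not called in GDA (difference log2 -2.63, SE 0.42, adjusted p = 9.9e-04, 18 of 18 fish). At +10 ppt *ahnak* had a higher GDA response on 2 of 2 probes (1.62, SE 0.24, adjusted p = 1.0e-05, 21 of 21 fish), and *sema6d*, which guides cell movement, on 3 of 3 (1.64, SE 0.38, adjusted p = 0.0031), mostly through its fall in KIEL. That fall turned to a positive value with scan day as a block, which was not called and rests on no scan day shared by KIEL28 and KIEL18. At 33 ppt the ribosome assembly genes *ncl* (1.57, SE 0.29, adjusted p = 3.9e-04, 15 of 15 fish) and *ppan* (1.27, SE 0.20, adjusted p = 4.8e-05, 15 of 15 fish) and the mitochondrial coactivator *pprc1* (1.36, SE 0.30, adjusted p = 0.0033) had a higher GDA response. The matrix signal *ccn2* (-2.03, SE 0.42, adjusted p = 0.0016, 15 of 15 fish), *coro1a*, an actin regulator of leukocytes (-2.13, SE 0.56, adjusted p = 0.017), and the chitobiase *ctbs* (-2.36, SE 0.52, adjusted p = 0.0033) had a lower one. The counts were 1 (0 up, 1 down) at 3 ppt, 147 at 33 ppt and 267 at +10 ppt at a fold change of 2, and 3, 1238 and 2690 without that limit, with 18, 15 and 21 fish in the changed salinities. With array quality weights they were 33, 416 and 364, so that the order of the 2 increases turned. The time points sampled also differed between these salinities, and at 3 ppt between GDA and KIEL. Of the probes of Table S3 with a salinity label 304 were kept, of which 1 was called at 3 ppt, 89 at +10 ppt and 53 at 33 ppt without a fold change limit. A count of 1 at 3 ppt was reached or passed by 6 of 100 groupings of the same fish, the real one included, and at +10 ppt and 33 ppt by the real grouping alone. At the unadjusted p under 0.05, 157 probes of Table S3 differed at 3 ppt, and at +10 ppt 152 probes at a fold change of 2 were called without the 3 low-signal arrays of KIEL28. The calls of the genes named here were kept with a normexp offset of 0, Aquantile scaling, the authors' deposited values, slide or scan day as a random block and without the low-signal arrays; other fits were not made for single genes of the interactions.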

According to the time course, salinity increased and decreased caused a differential expression of genes involved in the immune response (*aep1*, *nlrc3*, *nlrp3*, *gvinp1*, *L-rhamnose-binding lectins*, *muc2*, and *piscidin*), thyroid metabolism (*dio1* and *notch2*) and ion channel transport (transient receptor potential cation channel subfamily v member 5; *trpv5*) (Figure 8b). Additionally, cytoskeleton and extracellular matrix genes, such as *lox*, *myh3*, *myl10*, desmin (*des*), *col10a1*, and *fn1*, were common between salinities. On the other hand, genes related to the cell cycle, including blm recq-like helicase (*blm*) and baf nuclear assembly factor 1 (*banf1*), response to elevated platelet cytosolic Ca^2+^ (endonuclease domain containing 1; *endod1*), immune-related genes (*cfh*, *gvinp1,* and immunoglobulins), and *plaat4* (involved in glycerophospholipid biosynthesis), were only differentially expressed at 3 ppt. 

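Of these genes *lox* was higher in the GDA response at 3 ppt (log2 0.56, SE 0.42), +10 ppt (the only one called) and 33 ppt (1.02, SE 0.43). Desmin, *des*, which links the contractile fibres of muscle, gave 1.43 (SE 0.68) at 3 ppt, 1.75 (SE 0.66, adjusted p = 0.085) at +10 ppt and -0.51 (SE 0.71) at 33 ppt. For *myh3* and *myl10* the values at 3 ppt were 1.65 (SE 1.30) and 0.92 (SE 0.78), and for *col10a1* and *fn1* -0.95 (SE 0.58) and 2.42 (SE 1.81), none of them called by limma. In KIEL at 33 ppt 3 muscle genes rose (*myl10* 1.82, SE 0.55, adjusted p = 0.031, 7 of 7 fish; *myl3* 1.16, SE 0.35, adjusted p = 0.031; *tnni1* 1.84, SE 0.51, adjusted p = 0.020), with values of 1.44 (adjusted p = 0.39), 0.92 (adjusted p = 0.40) and 1.47 (adjusted p = 0.34) under scan day as a block. Of 19 striated muscle marker probes 4 were called there and 15 adjusted over the list alone (camera adjusted p = 0.64 with an estimated correlation), and at +10 ppt 3 had a higher GDA response (4; adjusted p = 0.63). The 14 remodeling probes of other genes had a median correlation near 0 with the muscle markers across fish, so the collagen and fibronectin values did not follow those of muscle. Across the 3 salinities, 34 probes were called in at least 2 of the 3 interactions at a fold change of 2, and calls ended for *myl10*, *myl3* and *tnni1* with slide as a random block or scan day as a random block.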

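At 3 ppt the helicase *blm*, which repairs DNA, gave a difference of responses of log2 -0.99 (SE 0.93), *banf1* 0.41 (SE 0.85) and *endod1* 1.45 (SE 1.45), none called by limma. The same held for *cfh* (-0.99, SE 0.43, 18 of 18 fish), *gvinp1*, an interferon-induced GTPase (2.39, SE 1.39), and *plaat4* (-0.27, SE 0.31). The levels of some of these genes differed between the subpopulations: *blm* was higher in GDA at the same salinity on 5 of 8 probes (1.90, SE 0.33, adjusted p = 3.2e-06, 63 of 69 fish) and in the GDA8 control, which also differs from KIEL18 in salinity, on 1 of 8 (2.32, SE 0.68, adjusted p = 0.029), and *gvinp1* lower on 1 of 14 (-1.63, SE 0.54, adjusted p = 0.015). In KIEL *endod1* was also lower at 33 ppt (-1.47, SE 0.48, adjusted p = 0.044) and 28 ppt (-1.27, SE 0.41, adjusted p = 0.045), or -1.56 (adjusted p = 0.26) and -0.23 (adjusted p = 0.99) with scan day as a block. B cell and plasma cell markers, which include the immunoglobulin genes, gave a mean difference of responses of -0.89 at 3 ppt over 25 probes, with 0 called (0 adjusted over the list alone) and adjusted p = 0.47 with an estimated correlation. In KIEL fish at 8 ppt 1 of these probes was called higher and 20 adjusted over the list alone (adjusted p = 0.44), and in the GDA8 control 0 and 20 (adjusted p = 0.54), a marker-cell difference measured beside those of the genes. Other fits gave no call for *blm*, *gvinp1* and *endod1* with Aquantile scaling, and *blm* and *endod1* with slide as a random block, and *gvinp1* and *endod1* with scan day as a random block, and *endod1* with a normexp offset of 0 or the 3 low-signal arrays left out.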

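The chromatin gene *tnrc18* had a higher response in GDA at +10 ppt, by log2 1.76 (SE 0.40, adjusted p = 0.0025, 21 of 21 fish), and so did the musculoskeletal gene *mustn1* (1.67, SE 0.49, adjusted p = 0.022) and the titin gene *ttn* (1.37, SE 0.32, adjusted p = 0.0042), both striated muscle markers of a group that varies together between fish. Piscidin-1 (-2.38, SE 0.55, adjusted p = 0.0035, 21 of 21 fish) and gaduscidin-2 (-1.24, SE 0.30, adjusted p = 0.0046), which kill bacteria, were lower in the GDA response, and *il22*, which induces such peptides in mammals, higher (1.39, SE 0.39, adjusted p = 0.017). The carbonic anhydrase-related *ca8* (-0.98, SE 0.23, adjusted p = 0.0042) and the aquaglyceroporin *aqp10* (-0.92, SE 0.26, adjusted p = 0.016) were lower in the GDA response. Close to the limit but not called were *casp2* and *iglc1*, an immunoglobulin light chain (-1.28, SE 0.48, adjusted p = 0.084), and *apold1*, known from endothelial stress (-1.03, SE 0.38, adjusted p = 0.080), while *ccl2* stood at -1.26 (SE 0.78, adjusted p = 0.33). With the 9 chemokine and cytokine probes 3 were higher and 0 lower at +10 ppt (3 and 1 adjusted over the list alone; camera adjusted p = 0.66 with an estimated correlation). In KIEL at 28 ppt *tnrc18* and *ttn* were not tested within 1 scan day, since no KIEL18 fish was scanned with a KIEL28 fish. Not every fit kept these calls, which ended for *mustn1*, *ga2* and *il22* with Aquantile scaling, and *mustn1*, *il22* and *aqp10* with scan day as a random block.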

Salinity increased by 10 ppt (to 18 ppt and 28 ppt) caused caspase expression changes (*casp2* and *casp8*), *bcl2l14* related to the apoptosis process, some immune-related genes (*ccl2* and *ccl20*), immunoglobulin lambda constant 1 (*iglc1*), and apolipoprotein L domain-containing protein 1 (*apold1*) (involved in lipid metabolism). The lowest number of genes that showed a difference between the GDA and KIEL groups was detected at a salinity level increased to 33 ppt. 

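At 33 ppt the coactivator *crebbp*, which acetylates histones, was lower in the GDA than in the KIEL response by log2 1.60 (SE 0.35, adjusted p = 0.0024, 15 of 15 fish), as were *acsbg2* (-1.57, SE 0.43, adjusted p = 0.022), the iron sensor *ireb2* (-1.35, SE 0.41, adjusted p = 0.045) and *cnfn* of the cornified envelope (-1.66, SE 0.51, adjusted p = 0.050). Cornifelin had risen in KIEL at 33 ppt (1.59, SE 0.35, adjusted p = 0.0039, 7 of 7 fish; 1.30, adjusted p = 0.16, with scan day as a block), and so had *s100p*, a calcium-binding protein (1.80, SE 0.35, adjusted p = 0.0012, 7 of 7 fish; 1.23, adjusted p = 0.20, with scan day as a block), whose response was lower in GDA (-2.07, SE 0.52, adjusted p = 0.010). The sphingosine-1-phosphate exporter *mfsd2b* was higher in the GDA response (1.69, SE 0.44, adjusted p = 0.016) after a rise in GDA (1.59, SE 0.33, adjusted p = 0.0015, 8 of 8 fish). For *notch2*, *fabp1* and *s100a16* the differences of 0.08 (SE 0.07), 1.44 (SE 0.78) and -1.61 (SE 1.28) were not called. Of 15 keratin and cornified epithelium probes 0 were higher and 3 lower in the GDA response (camera adjusted p = 0.47 with an estimated correlation; 0 and 3 adjusted over the list alone), and 4 were higher in KIEL at 33 ppt. Of the 12 probes of the genes named for 33 ppt, a list the study chose on these samples that is not independent evidence, 0 were higher and 5 lower (adjusted p = 0.31; 0 and 5 adjusted over the list alone). Calls ended for *acsbg2*, *ireb2*, *cnfn* and *mfsd2b* with Aquantile scaling, and *ireb2* and *cnfn* with the authors' deposited values, slide as a random block or scan day as a random block, and *cnfn* with a normexp offset of 0 or the 3 low-signal arrays left out.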

Between identified genes were those involved in the notch signaling pathway (*notch2* and *crebbp*), ppar signaling and lipid metabolism (*acsbg2* and *fabp1*), ferroptosis (iron-responsive element-binding protein 2; *ireb2*) and the keratinization process, such as keratin (*krt13*), cornifelin (*cnfn*), and s100 calcium-binding protein a16 (*s100a16*).

## 4. Discussion

Salinity is an important abiotic factor that affects cod activity, distribution, and reproduction in the Baltic Sea. Due to climate change and increased precipitation in northern latitudes, salinity in the Baltic Sea has been expected to decrease [7]. Areas with sea surface salinity less than 7 ppt have expanded since the 1970s, and could cover the whole Baltic Sea in the coming decades [50,51]. The western and eastern Baltic cod populations have already adapted to the marginal salinity of the Baltic Sea [9,52]. The ongoing salinity decline may cause the relocation of cod, e.g., migration of the EBC stock towards the south and west directions. Previous studies have showed the coexistence of WBC and EBC in the Arkona Sea due to differences in depth distribution (WBC occurred mainly in shallower waters <20 m, while EBC were found in deeper waters from 40 to 70 m) [53]. In another scenario, due to genetic differences between stocks, salinity stress may induce selective mortality and local extinction [9].

Previous studies on the adaptation of Atlantic cod to low salinity in the Baltic Sea showed that the mechanisms may be different in divergent subpopulations of cod, which may contribute to a strong and effective reproductive barrier [14,16,34]. However, large-scale research on gene expression has not been conducted. In the present study, the genome-wide oligonucleotide DNA microarray was employed to compare transcriptomic responses to salinity changes in the western and eastern Baltic cod subpopulations represented by fish from the Kiel Bight (KIEL) and the Gulf of Gdańsk (GDA), respectively. The results are in accordance with our previous studies using the RT-qPCR method and transcriptome sequencing [13,14,32]. All individuals used in this study have also been measured in length and weight and showed statistically significant differences between the WBC and EBC subpopulations (Figure 3), which is consistent with previous studies [54]. These results showed a poor condition of the EBC, which may cause difficulties in recovery of the stock [55]. A comparison of the magnitude of expression changes between the GDA and KIEL groups revealed that during salinity reductions, the GDA groups responded more robustly; this may indicate that the EBC subpopulation is better positioned for a low salinity future. 

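At 3 ppt *prpsap1*, which regulates nucleotide synthesis, rose in GDA by log2 1.40 (SE 0.28, adjusted p = 0.0038, 10 of 10 fish), and in KIEL 14 probes rose at a fold change of 2 and 0 fell, led by the SML-type lectin and *cyp1a2*. That split was 2 up and 3 down with scan day as a block, under which *cyp1a2* was not called, 15 and 5 with Aquantile scaling and 19 and 8 with array quality weights. The *aep1* probes averaged -1.73 in GDA at 3 ppt, with 0 of 21 called and 18 lower adjusted over the list alone (camera adjusted p = 0.33 with an estimated correlation). L-rhamnose-binding and fish-egg lectins, which bind microbial sugars, had 2 of 17 probes higher and 1 lower in KIEL at 3 ppt (5 and 1 adjusted over the list alone; adjusted p = 0.45). The size of the whole response, as the mean squared log2 difference less its sampling variance over 33532 probes, was 0.0117 (SE 0.0068) in GDA3 and 0.0085 (SE 0.0058) in KIEL3, a difference of 0.0032 (SE 0.0089) that does not reach 2 SE. KIEL3 also lacked the last time point of GDA3, so exposure time enters this comparison. Median absolute log2 changes at 3 ppt, which also grow with the standard error, were higher in GDA: 0.0727 against 0.0621 over all probes kept, and 0.340 against 0.271 over the probes of Table S1. For an increase of 10 ppt the sizes were 0.0133 in GDA18 and 0.0225 in KIEL28 (difference -0.0092, SE 0.0112), and for an increase to 33 ppt 0.0186 in GDA33 and 0.0277 in KIEL33 (-0.0091, SE 0.0125). Between fish of the same group scanned on different days the value was 0.0298 (SE 0.0094) in KIEL8, and within 1 SE of 0 in KIEL18 (0.0144, SE 0.0153), GDA3 (0.0166, SE 0.0358) and KIEL3 (0.0101, SE 0.0178). The *prpsap1* call ended with Aquantile scaling or scan day as a random block.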

Further, we found that these two subpopulations displayed different expression patterns (presumably adaptive responses) to salinity fluctuations. Despite several similarities, 400 DEGs showed statistically significant differences between the KIEL and GDA groups at different time points and salinities. These results provide new insights into the molecular mechanisms underlying salinity adaptation in Baltic cod subpopulations.

The analysis of gene expression revealed many subpopulation-dependent genes involved in immune defense in WBC and EBC, thus indicating that salinity fluctuations have a complex effect on the immune system, which is in accordance with previous studies in teleosts [5,40]. Changes in immune-related pathways, in turn, can affect susceptibility to bacterial, viral, and parasitic infections [56]. Among the subpopulation-dependent genes, there were several transcripts belonging to pattern recognition receptors (PRRs). PRRs are the key sensors of the innate immune system that respond to conserved molecular patterns of microorganisms [57]. Two types of PRRs have been identified in this study, including nucleotide oligomerization domain (NOD)-like receptors (NLRs) and c-type lectin receptors (CLRs). CLRs that include L-rhamnose-binding lectins (*csl2-like* and *sml-like*) showed a subpopulation-dependent pattern during salinity fluctuations throughout the course of time, while fish egg lectins (*fels*) were regulated during salinity elevation. These results suggest that different types of CLR are activated during salinity fluctuations in Baltic cod. In addition to pattern recognition, lectins are involved in inflammation, agglutination, phagocytic reactions, cell proliferation, protein folding, RNA splicing, and molecular trafficking of molecules [58]. Furthermore, transcripts belonging to the NLR family (*nlrp3* and *nlrc3*) showed a subpopulation-dependent pattern under all salinities and times. NLRs play a crucial role in the inflammatory response by forming an inflammasome in the cytosol to protect the organism from pathogens and environmental factors [59]. The results of this study suggest that NLRs may act as sensors to salinity stress, which is in agreement with previous studies in grass carp (*Ctenopharyngodon idella*) [60]. In particular, the expression of CLRs and NLRs in the GDA and KIEL subpopulations depends on the transcript variant, which is in accordance with our previous study, and indicates that alternative splicing supports the response to the variable salinity environment in Atlantic cod [14]. In this study, *cfh*, *cd59*, and *plat* (involved in complement cascade) showed different expression patterns between the EBC and WBC subpopulations. 

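The plasminogen activator *plat*, which dissolves clots, had the clearest difference of the 3: its response at 33 ppt was lower in GDA by log2 1.48 (SE 0.31, adjusted p = 0.0019, 15 of 15 fish), after a rise in KIEL (1.05, SE 0.21, adjusted p = 0.0017, 7 of 7 fish; 0.64, adjusted p = 0.25, with scan day as a block). The complement activator *cfb*, not named here by the paper, moved likewise (-1.12, SE 0.30, adjusted p = 0.018, 14 of 15 fish) and was higher in the GDA8 control than in KIEL18 (0.94, SE 0.21, adjusted p = 0.0025; 0.73, adjusted p = 0.041, with scan day as a block). The complement inhibitor *cd59* had no call in any interaction, but at the same salinity 2 of its 6 probes were higher in GDA, to 2.15 (SE 0.32, adjusted p = 2.3e-07) at most, and 4 lower, to -2.24 (SE 0.47, adjusted p = 1.0e-04) at most, so that its direction depends on the probe. The inhibitor *cfh* was higher in KIEL at 28 ppt (0.87, SE 0.26, adjusted p = 0.027; 0.43, adjusted p = 0.96, with scan day as a block) and gave an uncalled -1.12 (SE 0.41, adjusted p = 0.076) at +10 ppt. Of 20 complement and coagulation probes 0 were higher and 2 lower in the GDA response at 33 ppt (0 and 3 adjusted over the list alone; camera adjusted p = 0.79 with an estimated correlation). No longer called were *cfb* with Aquantile scaling, and *cfh* with slide as a random block, scan day as a random block or the 3 low-signal arrays left out.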

Complement components recognize, opsonize, phagocyte pathogens and promote the inflammatory response [61]. Previous studies have indicated that the complement system response may be salinity specific [62]. In coho salmon (*Oncorhynchus kisutch*) gill tissue, members of this pathway were both down- and up-regulated in response to salinity stress [40]. After 1 h post-salinity change, the *lysozyme g* showed differential expression between the EBC and WBC subpopulations. The lysozyme is a lytic enzyme that lyzes pathogens, and is involved in opsonization, phagocytosis, and activation of the complement cascade [61]. In accordance, previous studies in *Takifugu fasciatus* and common carp (*Cyprinus carpio*) revealed that salinity had an impact on lysozyme activity [63,64]. In another study, *lysozyme g* activity was associated with complement activity in Tilapia (*Oreochromis mossambicus*) after transfer to saltwater [65]. Additionally, the gene identified as *piscidin* belonging to teleost-specific antimicrobial peptides (AMPs) showed a subpopulation-dependent pattern as salinity declined. *Piscidin* is involved in the innate immune response and exhibits antimicrobial activity against various bacteria, viruses, fungi, and parasites [66]. Previous studies have shown that *piscidin* can alter plasma membranes via pore formation [66], and its expression may be affected by acute stress [67]. Together, AMPs, complement components, lectins, and lysozymes create fish mucosal immunity [61]. The mucus layer is a barrier between organisms and the environment, and in addition to its immunological role, it may be involved in osmoregulation [68,69]. Other important constituents of mucus are high molecular weight glycoproteins called mucins. In this study, the expression of several types of mucin differed between the EBC and WBC subpopulations, depending on the course of salinity. *Muc2* was common among all salinities, *I-muc* showed subpopulation-dependent patterns at low salinity, while *muc5ab* and *muc5b* during salinity increased. 

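The gel-forming mucin *muc5ac* had a higher response in GDA at 33 ppt on 4 of 5 probes, by log2 2.61 (SE 0.63, adjusted p = 0.0085, 15 of 15 fish) at most and 0.77 (SE 0.22) on its brightest probe, and at +10 ppt on 1 of 5 (1.61, SE 0.34, adjusted p = 0.0013, 21 of 21 fish). In GDA itself it rose at 33 ppt (2.01, SE 0.47, adjusted p = 0.0060, 8 of 8 fish), from a level that in GDA8 was below that of KIEL18 on 2 of 5 probes (-1.68, SE 0.45, adjusted p = 0.014; -1.79, adjusted p = 0.0070, with scan day as a block). The mucin *muc5b* was lower in GDA8 than in KIEL18 (-1.38, SE 0.38, adjusted p = 0.018, 16 of 16 fish) and fell in KIEL at 33 ppt (-1.38, SE 0.37, adjusted p = 0.015, 7 of 7 fish; -1.06, adjusted p = 0.31, with the block), with an uncalled difference of responses of 1.56 (SE 0.54, adjusted p = 0.090) at 33 ppt. The differences for *muc2*, 3.12 (SE 1.32) at 3 ppt, 2.47 (SE 1.28) at +10 ppt and 3.04 (SE 1.38) at 33 ppt, were large and were not called, their SE being over 1; at the same salinity *muc2* was higher in GDA on 2 of 2 probes (1.46, SE 0.46, adjusted p = 0.011). Of 16 mucin and mucin glycosylation probes 4 were higher and 0 lower in the GDA response at 33 ppt (6 and 0 adjusted over the list alone; camera adjusted p = 0.31 with an estimated correlation), and 0 higher and 5 lower in the GDA8 control (0 and 7; adjusted p = 0.30). The call was lost for *muc5ac* with Aquantile scaling, and *muc5b* and *muc2* with scan day as a random block, and *muc2* with a normexp offset of 0.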

Further, st3 beta-galactoside alpha-2,3-sialyltransferase 1 (*st3gal1*), involved in mucin type O-glycan biosynthesis, showed different expression patterns between the GDA and KIEL groups. 

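The sialyltransferase *st3gal1*, which caps mucin sugars, had a lower response in GDA at +10 ppt on 2 of 3 probes, by log2 1.57 (SE 0.49, adjusted p = 0.032, 20 of 21 fish) at most, while its brightest probe gave 0.14 (SE 0.80). It was higher in KIEL at 28 ppt (1.18, SE 0.32, adjusted p = 0.012; 0.38, adjusted p = 0.98, with scan day as a block), and lower in GDA at the same salinity on 1 of 3 probes (-1.53, SE 0.29, adjusted p = 2.2e-05, 60 of 69 fish). At 3 ppt and 33 ppt no probe was called (-0.63, SE 0.83 and -0.25, SE 0.86 on the brightest). Other fits gave no call for *st3gal1* with Aquantile scaling, scan day as a random block or the 3 low-signal arrays left out.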

Previous studies on Atlantic salmon (*Salmo salar*) have revealed that the glycosylation process may differ within and between species [70,71]. The expression of mucin transcripts involved in salinity was identified in Arabian pupfish (*Aphanius dispar*) [38], and the salinity-driven modification of mucins has been studied in Atlantic salmon [72]. Mucus cells were activated in the gills of Japanese eel (*Anguilla japonica*) after their transfer to seawater [69]. These results suggest that mucin secretion may be important in adapting to salinity fluctuations in cod from the Baltic Sea and differ between western and eastern subpopulations. Osmotic stress might also affect the innate immune response of fish [73]. In this study, many transcripts annotated as *aep1* were identified during salinity fluctuations, and most of them showed subpopulation-dependent patterns. *Aep1* belongs to the pore-forming proteins (PFPs), widely distributed among teleost genomes, which efficiently kill targets due to the damage to membrane cells by forming a transmembrane pore [74,75]. Studies on aerolysin-like isoforms of zebrafish (*Danio rerio*) showed that they function as innate immune molecules [76]. So far, its involvement in osmoregulation is unknown; however, natterin was also regulated via salinity in Arctic charr (*Salvelinus alpinus*) [77]. Together, these results suggest that salinity fluctuations affect immune-related genes depending on the Baltic cod subpopulation, which affect their immune cascade and, thus, their ability to detect pathogens.

In the present study, salinity stress affected the expression of genes related to programmed cell death (PCD), including the apoptosis, necroptosis, and p53 signaling pathways. Between these genes, several caspases (*casp2*, *casp8*, and *casp13*), proteins from the Bcl2 family (*bax*, *bcl2l14*, and *bnip3*), and members of the tumor necrosis factor receptor superfamily (*tnfrsf9*, *tnfrsf10b*, *tnfrsf14*, and *tnfrsf15*) showed a subpopulation-dependent response. Caspases are highly conserved intracellular cysteine-dependent proteases known for their critical role in mediating apoptosis and inflammatory responses [78]. According to this study, *casp8* previously showed population-dependent regulation in killifish (*Fundulus heteroclitus*) [79]. The members of the Bcl2 family regulate cell apoptosis by inducing or repressing cell death [80]. Different alterations in *bax*/*bcl2* expression ratios can affect mitochondrial cytochrome c release [81], thus inducing cell apoptosis [82]. TNFSFs are inflammatory cytokines that are involved in a variety of pathways ranging from inflammation, lymphocyte maturation, and apoptosis to lymphoid and epithelial tissue development [83]. The influence of salinity on apoptosis has been observed in coho salmon [40] and Arabian pupfish [38]. According to previous studies, programmed cell death is one of the steps in remodeling the gill epithelium in response to salinity fluctuations [38,84].

In this study, genes encoding components of the cytoskeleton and extracellular matrix (ECM) involved in cell structure, motility, intercellular communication, and morphogenesis, such as *col10a1*, *myh3*, *myh7*, *myl3*, *myl10*, *fn1*, *des,* and *lox*, showed differences between the EBC and WBC subpopulations. *Lox* is an enzyme that plays a role in ECM remodeling by cross-linking collagen and elastin [85]. Additionally, genes involved in keratinization (*krt13*, *cnfn*, and *s100a16*) were differentially expressed in the KIEL and GDA groups in response to increased salinity. During the keratinization process, keratins accumulate inside epithelial tissue cells to form a barrier, thereby reducing water loss during dehydration, as seen in Arabian pupfish following salinity [38]. Similar results were obtained in the gills of coho salmon after acclimatization to salinity [40]. Gill epithelium remodeling regulates cell adhesion and signaling [86] and is a well-known component of osmoregulation in fish, studied via transcriptome analysis in rainbow trout (*Oncorhynchus mykiss*) gill ionocytes in freshwater and seawater [87].

Endocrine regulation, including thyroid hormones, is important in salinity acclimatization in euryhaline fish [88]. Studies on the osmoregulatory system in Siberian sturgeon (*Actipenser baeri*) highlighted the importance of the thyroid hormone signaling pathway in this process [36], which has also been confirmed by results from this study. Thyroid hormones regulate carbohydrate, lipid, and steroid metabolism. Additionally, NKA activity and epithelium density can be significantly modified by thyroid hormones during salinity fluctuations [89]. In this study, thyroid hormone signaling was one of the most enriched pathways, and transcripts such as *dio1*, *prkca*, *pik3ca*, *notch2*, and *crebbp* were differentially expressed between the EBC and WBC subpopulations. These results suggest that the impacts of salinity on thyroid hormone homeostasis and the activity of the presented genes depend on the cod subpopulation.

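Of the 5 genes *dio1*, the deiodinase that activates thyroid hormone, had the widest difference over salinities: its response was lower in GDA by log2 1.36 (SE 0.35, adjusted p = 0.023, 54 of 54 fish) and at 33 ppt by 1.59 (SE 0.44, adjusted p = 0.023). At 3 ppt it gave -1.04 (SE 0.42, adjusted p = 0.43) in 18 of 18 fish and was not called. The coactivator *crebbp* fell in GDA at 33 ppt (-0.96, SE 0.26, adjusted p = 0.019), and its difference of responses was 0.01 (SE 0.33) at 3 ppt and -0.89 (SE 0.32, adjusted p = 0.070) at +10 ppt. The kinases gave mean differences of -1.10 (SE 0.42) for *pik3ca* and 0.72 (SE 0.45) for *prkca*, and *notch2* 0.15 (SE 0.06), none of them called. Of 3 endocrine receptor and thyroid probes (2 genes), 0 were higher and 2 lower in the mean response, both of *dio1*, and camera gave adjusted p = 0.54 with an estimated correlation (0 and 2 adjusted over the list alone). Not every fit kept these calls, which ended for *dio1* and *crebbp* with Aquantile scaling or scan day as a random block, and *crebbp* with slide as a random block.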

Alterations in the metabolic pathways in response to salinity have been observed in various species [90,91]. The results of this study revealed that salinity fluctuations cause subpopulation-dependent effects on lipid metabolism in Baltic cod. Lipids provide energy to maintain osmotic balance and regulate membrane structure [92,93]. A study on Nile tilapia suggested that fish may use lipids as their main energy source under osmotic stress [37]. Among the DEGs identified, *acsbg2* and *fabp1*, involved in fatty acid metabolism, were differentially regulated during the decrease and increase. These genes were also altered in response to salinity in the delta smelt (*Hypomesus transpacificus*) [94] and in the tongue sole (*Cynoglossus semilaevis*) [95]. Moreover, ceramide synthases (*cers2*, *cers3*, and *cers4*) showed a subpopulation-dependent trend at low and high salinity, depending on the transcript variant. 

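The ceramide synthase *cers4*, which makes long-chain ceramides, had a lower response in GDA over salinities (log2 -1.09, SE 0.27, adjusted p = 0.016, 54 of 54 fish), at +10 ppt on 2 of 2 probes (-1.32, SE 0.31, adjusted p = 0.0044, 21 of 21 fish) and at 33 ppt (-1.23, SE 0.34, adjusted p = 0.023). At +10 ppt *cers2* (-1.12, SE 0.37, adjusted p = 0.045) and *cers3* (-1.10, SE 0.33, adjusted p = 0.028), a synthase of skin barrier lipids, moved the same way, and at 3 ppt the 3 genes gave -0.73 (SE 0.32), -0.81 (SE 0.38) and -0.57 (SE 0.34), not called. In GDA *cers3* fell at 33 ppt (-1.09, SE 0.27, adjusted p = 0.0089, 8 of 8 fish), and in KIEL it rose at 8 ppt (0.79, SE 0.21, adjusted p = 0.036; 1.16, adjusted p = 0.57, with scan day as a block). It was also higher in the GDA8 control than in KIEL18 (0.83, SE 0.25, adjusted p = 0.036; 0.78, adjusted p = 0.080, with the block). Calls ended for *cers4*, *cers2* and *cers3* with scan day as a random block, and *cers2* and *cers3* with Aquantile scaling or the 3 low-signal arrays left out, and *cers3* with slide as a random block.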

Ceramide synthases reside at the center of sphingolipid metabolism by producing ceramides through de novo synthesis or degradative pathways [96]. Previously, *cers2* was down-regulated in Arctic charr [77] and up-regulated in juvenile Nile tilapia [37]. In this study, the genes *cyp1a1*, *cyp1a2*, and *cyp2d15* that encode cytochrome P450 (CYP) enzymes showed subpopulation-dependent patterns. CYPs are involved in the transformation and metabolism of many endogenous and exogenous compounds in fish, including the biodegradation of xenobiotics. In teleosts, *cyp1a1* has been suggested as an indicator of chemical stress [97], and its important role in acclimatization to higher salinity has been reported in rainbow trout and coho salmon [87,97]. In summary, these results indicate differential metabolic reprogramming in subpopulations of EBC and WBC in response to salinity.

## 5. Conclusions

Gene expression analysis using an oligonucleotide microarray showed the complexity of salinity adaptation in cod from the Baltic Sea, and revealed that eastern and western cod subpopulations respond differently to fluctuations in salinity. Among the subpopulation-dependent genes were those involved in the immune system, which could thus affect susceptibility to pathogens. Moreover, the EBC and WBC subpopulations differ in metabolism reprogramming, gill remodeling, and programmed cell death. This study provides the first general insight into the pathways and functional categories involved in the response of two Baltic cod subpopulations to salinity fluctuations.

## Figures and Tables

**Figure 1:**
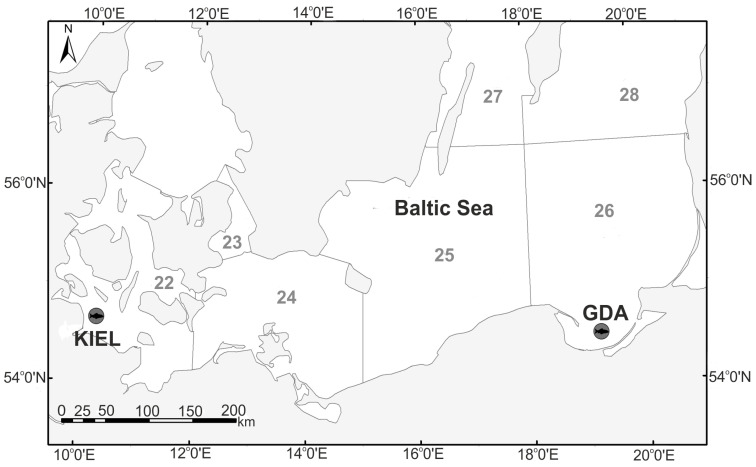
Sampling locations. The fish of the Kiel Bight (KIEL) and the Gulf of Gdańsk (GDA) represent the eastern and western Baltic cod subpopulations, respectively.

**Figure 2:**
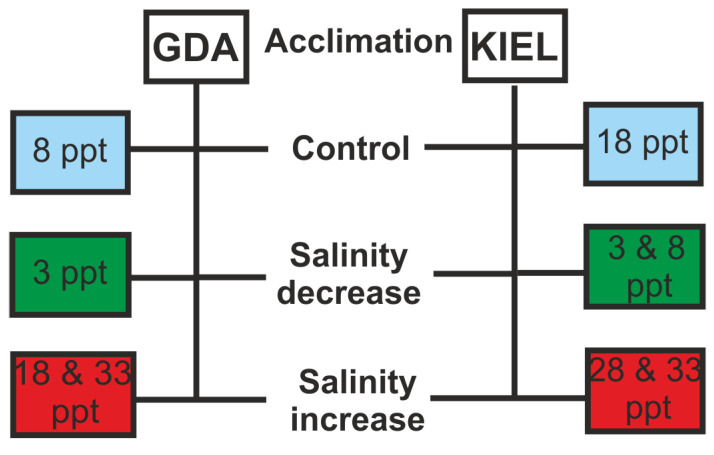
Experimental design using *Gadus morhua* individuals of two geographical origins: the Gulf of Gdańsk (GDA) and the Kiel Bight (KIEL), representing eastern and western Baltic cod, respectively.

**Figure 3:**
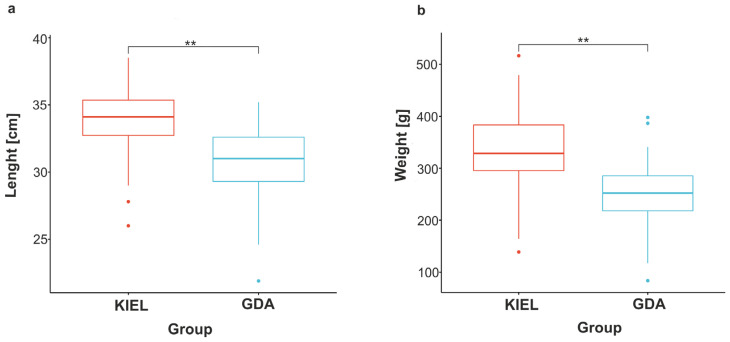
Measurements of the (**a**) length and (**b**) weight of the individuals used in this study (n = 81). The Gulf of Gdańsk (GDA) represents EBC; the Kiel Bight (KIEL) represents WBC. Two asterisks indicate a *p*-value < 0.001.

**Figure 4:**
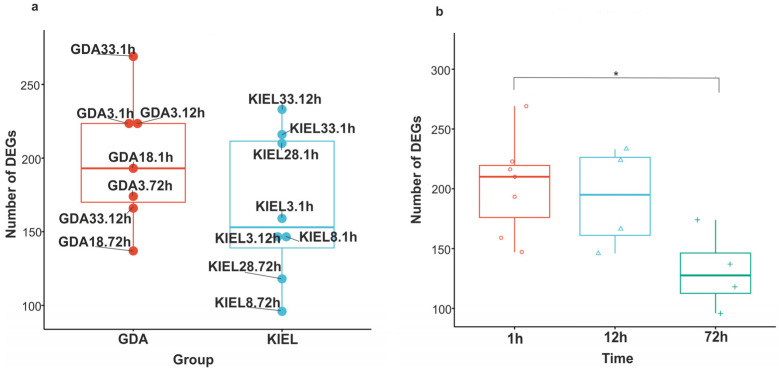
Number of DEGs in the each experimental group. The Gulf of Gdańsk (GDA) represents EBC; the Kiel Bight (KIEL) represents WBC. (**a**) Number of DEGs in each experimental group. (**b**) No. of DEGs in time course. An asterisk represents a *p*-value < 0.05.

**Figure 5:**
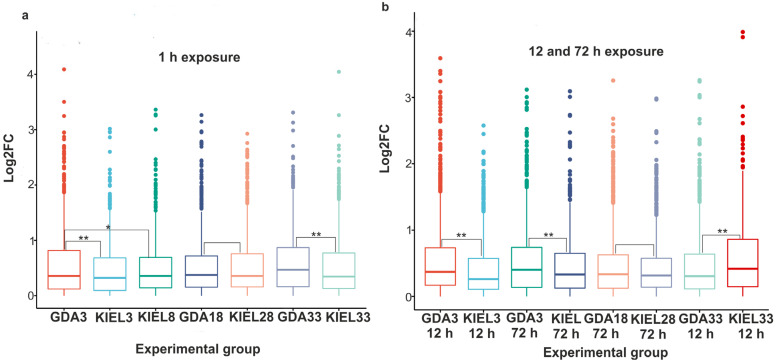
Differences in expression between the GDA and KIEL groups (Wilcoxon rank sum test). (**a**) Expression after 1 h of exposure to salinity change. (**b**) Expression after 12 and 72 h of exposure to the change in salinity. An asterisk represents a *p*-value < 0.05; two asterisks denotes a *p*-value < 0.001. The Gulf of Gdańsk (GDA) represents EBC; the Kiel Bight (KIEL) represents WBC.

**Figure 6:**
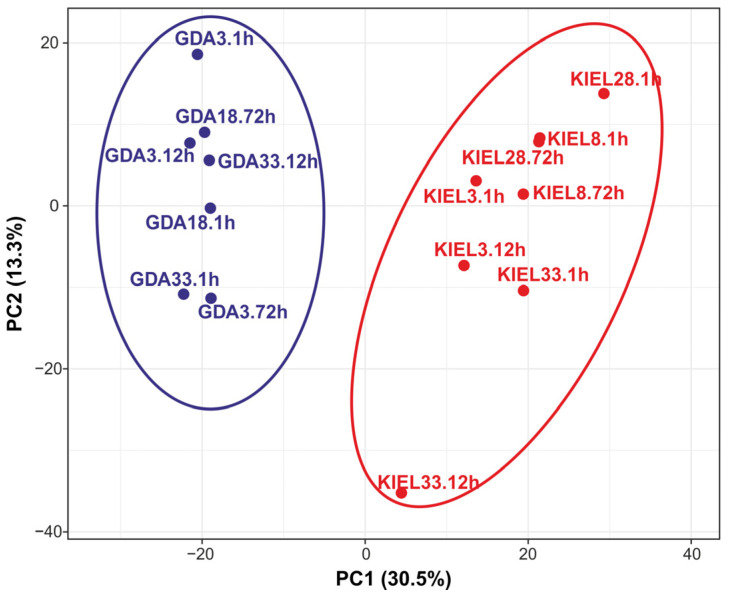
Principal component analysis (PCA) performed for all DEGs. Blue color: the Gulf of Gdańsk (GDA) represents EBC; red color: the Kiel Bight (KIEL) represents WBC.

**Figure 7:**
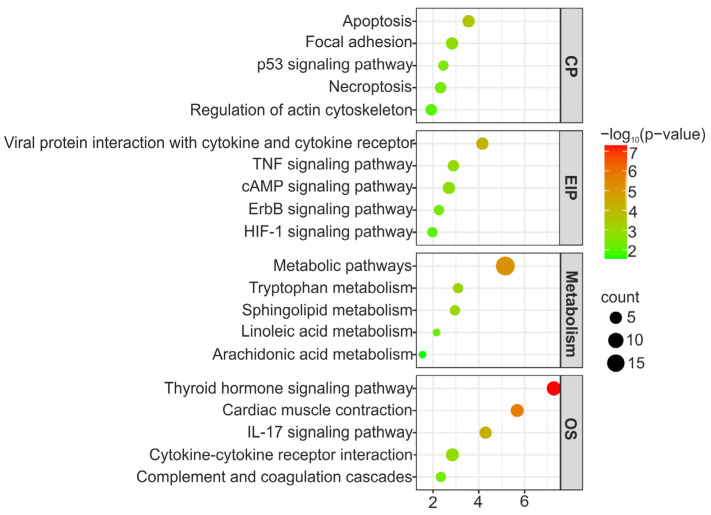
Bubble plot of pathway enrichment analysis using subpopulation-dependent genes. The plot presents the top five pathways, with the highest *p*-value divided into the main KEGG categories. CP: cellular processes; EIP: environmental information processing; and OS: organismal systems.

**Figure 8:**
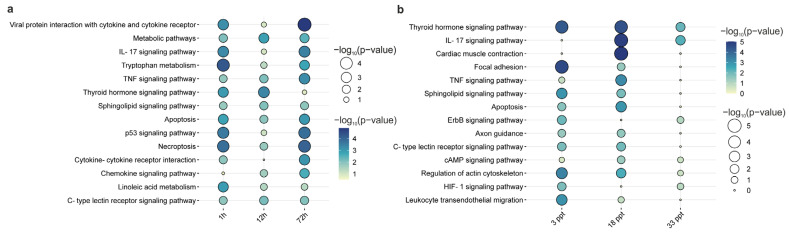
Changes in the enrichment of the top pathways of subpopulation-dependent genes. (**a**) Time course and (**b**) salinity change.

## Data Availability

The microarray data were deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (NCBI GEO) under the accession number GEO: GSE195878.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12232760/s1, Figure S1: Venn diagram of DEGs identified in the GDA and KIEL groups; Figure S2: Comparison between experimental groups. (a) Pearson correlation between GDA and KIEL groups; (b) Number of DEGs in GDA experimental groups; (c) Number of DEGs in KIEL experimental groups; Table S1: List of differentially expressed genes in the GDA and KIEL groups; Table S2: DEGs identified in each experimental group. Table S3: List of subpopulation-dependent genes.

How the deposited data were processed for this re-analysis (not part of the article)

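The arrays measured gill RNA of 81 Atlantic cod, 33 of the GDA groups (6 at 8 ppt, the control, 10 at 3 ppt, 9 at 18 ppt and 8 at 33 ppt) and 48 of the KIEL groups (10 at 18 ppt, the control, 8 at 3 ppt, 11 at 8 ppt, 12 at 28 ppt and 7 at 33 ppt). Each fish is 1 array of a 4-array slide (21 slides, 6 scan days), with the RNA of the fish in the red channel and a pool of all fish in the green channel. The group of a fish was read from its label, and the exposure time of a single fish is not given in the sources used here, so the time points of a salinity were pooled. The paper's own comparisons were made for each time point, so the groups here are wider. By the paper's supplement the time points differed between salinities, and KIEL3 lacked the last time point of GDA3. The groups paired for the increases had the same time points. Exposure time therefore enters the comparison of GDA3 with KIEL3 and any ranking of salinities.

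The authors scanned the slides and extracted red and green spot intensities with Agilent Feature Extraction, and these deposited scanner files, in raw intensity units with a local background, were the main input. The authors also deposited a table of processed values in log2 of the ratio of fish to pool, which was used as an alternative: the log2 ratios of a fish computed here correlated with the authors' column for it at a median r of 0.9995 across probes (lowest 0.9933), and for 81 of 81 fish the best match was its own column. In that table 102 of 42416 probes are empty. Across fish, 75.8% of probes at the median were well above background in the red channel in the KIEL18 group, which had the most, and 68.3% in KIEL28, which had the fewest, with red medians of 95.7 to 122 per group. The reference pool is shared, and the lowest correlation between the log2 ratios of 2 fish was -0.20, the median 0.17 and the highest 0.59.

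Intensities were background corrected with normexp and an offset of 50, normalized by loess within arrays and by quantiles between arrays in limma 3.58.1 (R 4.3.3, data.table 1.17.8). Spots that the scanner software marks as outliers were left out (0.0293% of values). Probes well above background in 50% or more of the fish of 1 or more groups were kept (33532 of 42416, 79.1%). One linear model with the 9 groups was fitted per probe with moderated t tests in limma, and p-values were adjusted by Benjamini and Hochberg over the probes kept. The paper kept control and changed salinities in separate tanks, and replicate tanks are not given in the sources used here. Fish, not tanks, were the replicates, so a difference between tanks cannot be told apart from one between salinities. A call is an adjusted p under 0.05, counted with and without a fold change of at least 2. All adjusted p-values of genes are from limma unless another tool is named. Contrasts were each salinity against the control of its subpopulation, the difference of the GDA and the KIEL response for a decrease to 3 ppt, an increase of 10 ppt (GDA at 18 ppt, KIEL at 28 ppt), an increase to 33 ppt and the mean of the 3, the difference of the controls, the difference at the same salinity (mean of 3, 8, 18 and 33 ppt), and the sexes. Only the increase of 10 ppt is a change of the same size in both: that to 3 ppt is larger in KIEL and that to 33 ppt larger in GDA. For a difference from a control, a fish counts as showing the direction when it lies on that side of the control mean. Otherwise it counts when its own deviation from its group mean, added to the difference, keeps the sign. For a difference of responses only fish of the changed salinities are counted, not the controls. The fitted difference is part of such a count, so a full count adds no evidence to the test: *muc2* at 3 ppt had 18 of 18 fish and was not called (adjusted p = 0.47 from limma). SE is the standard error of the log2 value.

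On simulated data, with changes added to 200 of 33532 probes, 68% of changes of log2 0.5 and 98% of log2 1 were found in the comparison of GDA3 with GDA8, with 6 false calls in 33332 unchanged probes. In the differences of responses at 3 ppt, +10 ppt and 33 ppt, 54% to 62% of changes of log2 0.5 and 94% to 96% of log2 1 were found, with 10 to 13 false calls. A change was found when it was called in the right direction, without a fold change limit. The noise was drawn for each probe on its own, with no scan day or slide effect, so these false calls leave such effects out. Sex was tested in 80 fish with 1 sex in the label: limma called 0 probes (904 at unadjusted p under 0.05).

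Gene names are those of Tables S1 and S3, since the arrays carry no other annotation among the sources used here. The named genes were set by a rule written before the data were examined, though the values in the paper's tables count as seen: every gene the paper names in its results and discussion on subpopulation-dependent genes, on its probe with the highest mean intensity; the 10 largest rises and falls among named probes per contrast at an adjusted p under 0.05; up to 4 called members of a gene list per contrast; and further genes whatever they show, among them *slc12a2*, *cftr*, *slc9a3*, *aqp3*, *prlr*, *hsp70*, *cyp1a1*, *hbb*, *tnnt3* and *krt13*, the first 5 of which have no named probe. Gene lists (11 of genes named in the paper, 6 of cell markers, 22 by function) were tested with camera over 1233 probes of Table S1 with an estimated correlation between genes, and p-values were adjusted over 507 tests. All lists, also those of cell markers and by function, hold only probes of Table S1, which the study chose on these samples. Counts of their called members are therefore not independent evidence. Of 1316 kept probes of that table, 208 were called for the difference of responses at +10 ppt and 99 at 33 ppt, without a fold change limit. Between the controls 142 were called, and 213 in KIEL at 33 ppt.

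The alternatives set before the data were examined were a normexp offset of 0, Aquantile scaling between arrays, no filter on dim probes, the authors' deposited values, a fit of only the groups compared, sex as a covariate, scan day as a block, slide as a random block, the replicate number as a block, array quality weights, and for the comparisons with a control a permutation test of the SAM type with 100 permutations; for gene lists a preset correlation of 0.01 and 1 probe per gene. The alternatives chosen after seeing the data were scan day as a random block, only the fish of 1 scan day, and leaving out the 3 arrays of KIEL28 with under 60% of probes well above background. Responses were also compared with 100 groupings of the same fish, the real one included, and with 100 sets of groups with no effect. Fish length and weight, and the time course, were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.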

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

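The tests of the difference between responses were set before the data were examined; the check for fish that stand apart and the count outside Table S1 were chosen only after results were seen.

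The test of the difference between the responses of the subpopulations called 34 probes for the mean response, 267 for the increase of 10 ppt and 147 for the increase to 33 ppt, at an adjusted p under 0.05 in limma and a fold change of at least 2. Each of these tests includes the GDA8 fish, the only GDA fish of their scan day, so a difference between scan days enters all of them. With scan day as a random block the increase of 10 ppt gave 162 probes, and 152 without the 3 low-signal arrays. For the decrease to 3 ppt the same test called 1 probe, the SML-type lectin. At +10 ppt the calls include *tnfrsf9*, *tnfrsf10b*, *nlrp3*, *lox* and *aep1*, and at 33 ppt *muc5ac*, *ccl20*, *bnip3*, *plat* and *crebbp*.

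The striated muscle markers of the fish with the highest value in the GDA33 group stand apart from the rest: the gap to the next fish is 0.592 of the range of the group (8 fish, log2 1.47 against -0.16), more than Dixon's test allows at 5%. Chance alone marks about 1 in 20 groups, and 7 groups were examined.

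Outside the probes of Table S1, on which the paper reports, further probes were called at a fold change of at least 2: 72 between the 2 controls and 40 between the subpopulations at the same salinity. The controls differ in salinity as well as in origin, which cannot be told apart in their difference. Regrouping the fish gave at most 13 probes, of any kind, between controls and 0 at the same salinity.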

How the results depend on the processing

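Scan day as a random block, only the fish of 1 scan day and leaving out the low-signal arrays were chosen after the result was seen; all other settings were set before the data were examined.

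With all counts at a fold change of at least 2 in limma, the values that moved by more than 1.5 times are these. A normexp offset of 0 gave 29 probes in GDA18, 39 in KIEL8, 161 in KIEL28, 84 in any GDA group, 277 in any KIEL group and 8 shared, and 52 for the mean response and 448 at +10 ppt. Aquantile scaling gave 5 in GDA3, 3 in GDA18, 31 in GDA33, 31 in any GDA group and 3 shared, 17 for the mean response and 99 between controls. Fitting only the groups compared gave 5 in GDA3, 4 in GDA18, 7 in KIEL3, 42 in KIEL33 and 2 for the decrease to 3 ppt. Scan day as a block gave 5 in KIEL3, 0 in KIEL8 and 0 in KIEL28 (limma; 4 and 1 without a fold change limit, 2327 and 2269 at unadjusted p under 0.05), 2 in KIEL33 and 6 in any KIEL group, and turned the sign at 28 ppt of *tnfrsf10b* (0.16), *sema6d* (0.17), *lox* (0.35) and *tnfrsf9* (0.080) and at 8 ppt of *lox* (0.56); the GDA comparisons, the interactions and the same-salinity difference have no estimate under it and were not run. No KIEL8 or KIEL28 fish shared a scan day with a KIEL18 fish, so these comparisons rest under the block on the KIEL3 fish that link the days. Why the counts move was not examined further, and the cause was not tested. Scan day as a random block gave 0 in GDA3 (limma; 7 without a fold change limit, 2671 at unadjusted p under 0.05), 2 in GDA18, 8 in KIEL3, 1 in KIEL8, 49 in KIEL28, 21 in KIEL33, 35 in any GDA group, 76 in any KIEL group, 1 shared and 162 at +10 ppt. Slide as a random block gave 5 in GDA18, 8 in KIEL3, 10 in KIEL8 and 33 in KIEL33. Fish of 1 scan day gave 1 in KIEL3 and 0 in KIEL33 (limma, 4080 at unadjusted p under 0.05). Array quality weights gave 29 in GDA18, 27 in KIEL3, 128 in KIEL33, 83 in any GDA group and 12 shared, 152 for the mean response, 33 for the decrease to 3 ppt and 416 for the increase to 33 ppt. Leaving out the arrays of low signal gave 17 in KIEL28, 100 in any KIEL group and 152 at +10 ppt. The permutation test of the SAM type gave 4 in GDA3, 7 in GDA18, 7 in KIEL3 and 49 in KIEL8. The authors' deposited values moved no count and turned the sign of *notch2* at +10 ppt (-1.22), where they keep a GDA8 spot left out here as an outlier. No filter on dim probes and sex as a covariate moved none. For gene lists, a preset correlation of 0.01 gave 79 of 507 tests and 1 probe per gene 0, as did the estimated correlation. Under the normexp offset of 0, Aquantile scaling, no filter and the authors' deposited values, correlations of responses over all probes kept and the share of the first component over the probes of Table S1 moved little. Each stayed closer to its main value than the SD of groups with no effect. The differences in size between the GDA and KIEL responses stayed within 2 SE of 0.

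The replicate block, on the number in the label of a fish, moved no count (7 in GDA3, 92 in KIEL28, 69 in KIEL33, 263 at +10 ppt). The numbers do not pair fish: over 282 pairs with the same number the mean correlation was 0.003, and 9 of 81 fish correlated best with their own number.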

Differences from the paper's values

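The comparisons in this part were set before the data were examined, except the counts of probes called in any interaction, which were not among the results fixed then and were chosen after results were seen.

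For GDA the paper gives 756 differentially expressed genes and 54 probes were called here at a fold change of 2. For KIEL the paper gives 881 and 160 were called. Shared by both, the paper gives 296 and 5 were called. For genes that depend on the subpopulation after a salinity decrease the paper gives 190 and 1 was called. Each difference was present under every alternative set before the data were examined (normexp offset 0, Aquantile scaling, no filter on dim probes, the authors' deposited values, only the groups compared, sex as a covariate, slide as a random block, replicate block and array quality weights, and for KIEL scan day as a block). For the first 3 of these the paper compared each time point on its own, with SAM and rank products, and counted a gene found at any time point. The groups here pool the time points and are wider. For the 190 genes the paper used a 2-factor limma model at p under 0.05 and names no adjustment for it. The 1 probe here is at an adjusted p, so these 2 counts have unlike thresholds. At unadjusted p under 0.05 in limma, 157 probes of Table S3 differed at 3 ppt. The cause was not tested. Without a fold change limit the counts here are 1194, 4884, 299 and 3.

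For genes that depend on the subpopulation in any comparison the count here (382) lies within 1.5 times that of the paper, and so does the count for a salinity change (381). Both do under the other alternatives set before the data were examined (Aquantile scaling, no filter on dim probes, the authors' deposited values, only the groups compared, sex as a covariate, slide as a random block and replicate block), but with a normexp offset of 0 (608 and 607) or array quality weights (719 and 715) both counts differ from the paper's 400 and 308. The thresholds are unlike here too, and the near counts do not mean the same genes. Of 396 kept probes of Table S3, 130 were called in an interaction without a fold change limit.

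The rankings differ. Among the salinity changes the decrease gave the fewest subpopulation-dependent probes here and the increase of 10 ppt the most (with array quality weights the increase to 33 ppt, 416 against 364), while in the paper the decrease gives the most and the increase to 33 ppt the fewest. The thresholds are unlike: at unadjusted p under 0.05 in limma, 157 probes of Table S3 differed at 3 ppt, 202 at +10 ppt and 154 at 33 ppt. There the increase to 33 ppt had the fewest, as in the paper, in a list that the study chose on these samples. At a fold change of 2 the KIEL groups at 3 ppt, +10 ppt and 33 ppt had more called probes here than the GDA groups paired with them, which did not hold for 3 ppt without that limit (184 against 199), for 3 ppt (8 and 8) and 33 ppt (33 against 42) with slide as a random block, for 33 ppt with scan day as a random block (21 against 34) or for +10 ppt without the low-signal arrays (17 against 19). Only at +10 ppt is the change of the same size: that to 3 ppt is larger in KIEL and that to 33 ppt larger in GDA. The pooled time points also differed between salinities, and at 3 ppt between GDA and KIEL. The paper finds fewer across KIEL groups, without a significant difference; its total, like the one here, is higher in KIEL. The larger response of GDA to a decrease of salinity was not found beyond its error. Genes the paper names as dependent on the subpopulation without a call in any interaction here include *cd59*, *cfh*, *ccl2*, *ccr2*, *muc2*, *muc5b*, *tlr2*, *casp2*, *casp8*, *casp13*, *bax*, *bcl2l14*, *fn1*, *fabp1*, *atp2a1*, *atp2a2*, *prkca* and the myosin genes.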

Other observations

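What each explanation predicts was written before its test was run, and no test in this part was chosen after its own result was seen.

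Whether chance alone gives such counts was tested with 100 groupings of the same fish, the real one included, by the share with as many called probes. It was 0.02 for GDA3 (8 probes, highest other 19), GDA18 (18, 27), GDA33 (49, 49) and KIEL3 (14, 37), and 0.01 for KIEL8 (24, 9), KIEL28 (84, 37), KIEL33 (64, 61), any GDA group (54, 19), any KIEL group (160, 12), shared probes (5, 0), the mean response (34, 23), the increase of 10 ppt (267, 24), the increase to 33 ppt (147, 5), the controls (169, 13) and the same salinity (130, 0). These shares lie under the limit of 5% set before the test, so random groupings of single fish seldom called as many. For GDA3, GDA18 and KIEL3 another grouping called more than the real one. Regroupings called a median of 0 probes in any GDA and in any KIEL group. For the shared probes they therefore do not weigh the overlap of lists of the real sizes. These groupings did not keep fish within scan days or tanks, so they do not exclude a difference between scan days or between tanks. With scan day as a block limma called 0 probes in KIEL8 and KIEL28 (2327 and 2269 at unadjusted p under 0.05). No fish of these groups shared a scan day with a KIEL18 fish, so the lost calls do not show that scan day made the differences. The share was 0.06 for the decrease to 3 ppt (1 probe, highest other 16) and 1 for sex (0 probes, highest other 2), where chance cannot be excluded.

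Scan day is a candidate explanation of the differences of the GDA groups from GDA8, since no GDA8 fish was scanned with another GDA fish. Fish of the same group scanned on different days differed on average by 1.21 times the mean squared log2 difference of the GDA groups, but no group spans the day of the GDA8 fish and a day of the other GDA fish, so the test cannot settle it. Between GDA3 and GDA18 fish of the same day the value was 0.000249 (SE 0.0034), near 0 with an error too wide to tell whether scan day makes up their difference.

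The positive correlation of responses within a subpopulation may come from the shared controls. The covariance lay 1.49 SD above that of groups with no effect for GDA and 1.74 SD for KIEL, both under the limit of 2 SD set before the test. For KIEL, the share of the covariance kept with scan day as a block was 1.34 (SE 1.84), too uncertain to weigh scan day.

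The muscle genes among the subpopulation-dependent genes could follow varying amounts of striated muscle in the gill samples: 14 marker probes, 1 for each gene, correlated across fish at a median r of 0.909, against at most 0.138 in 200 random lists of 12. Scan day remains open for them, since 0.621 of the difference between the controls (-0.35) was kept with scan day as a block.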
